# Uveitic glaucoma-like features in *Yap* conditional knockout mice

**DOI:** 10.1038/s41420-023-01791-6

**Published:** 2024-01-25

**Authors:** Juliette Bitard, Elodie-Kim Grellier, Sophie Lourdel, Helena Prior Filipe, Annaïg Hamon, François Fenaille, Florence Anne Castelli, Emeline Chu-Van, Jérôme E. Roger, Morgane Locker, Muriel Perron

**Keywords:** Cell death in the nervous system, Glial biology, Neurodegeneration

## Abstract

Glaucoma is a multifactorial neurodegenerative disease characterized by the progressive and irreversible degeneration of the optic nerve and retinal ganglion cells. Despite medical advances aiming at slowing degeneration, around 40% of treated glaucomatous patients will undergo vision loss. It is thus of utmost importance to have a better understanding of the disease and to investigate more deeply its early causes. The transcriptional coactivator YAP, an important regulator of eye homeostasis, has recently drawn attention in the glaucoma research field. Here we show that *Yap* conditional knockout mice (*Yap* cKO), in which the deletion of *Yap* is induced in both Müller glia (i.e. the only retinal YAP-expressing cells) and the non-pigmented epithelial cells of the ciliary body, exhibit a breakdown of the aqueous-blood barrier, accompanied by a progressive collapse of the ciliary body. A similar phenotype is observed in human samples that we obtained from patients presenting with uveitis. In addition, aged *Yap* cKO mice harbor glaucoma-like features, including deregulation of key homeostatic Müller-derived proteins, retinal vascular defects, optic nerve degeneration and retinal ganglion cell death. Finally, transcriptomic analysis of *Yap* cKO retinas pointed to early-deregulated genes involved in extracellular matrix organization potentially underlying the onset and/or progression of the observed phenotype. Together, our findings reveal the essential role of YAP in preserving the integrity of the ciliary body and retinal ganglion cells, thereby preventing the onset of uveitic glaucoma-like features.

## Introduction

Glaucoma is a multifactorial neuropathy characterized by optic nerve damage and progressive loss of retinal ganglion cells (RGCs). The etiological diversity of the disease, which leads to more than ten clinical subtypes (e.g. open-angle glaucoma, normal tension glaucoma, uveitic glaucoma, pigmentary glaucoma, etc.), as well as the very limited number of animal models, have hindered our understanding of the underlying pathological mechanisms. Dysfunctions of both the anterior chamber and the neuroretina are important components of glaucoma etiology. In the anterior chamber, inflammation of the uvea (i.e. iris, choroid, ciliary body) called uveitis, pigment dispersion from the iris, and increased intraocular pressure (IOP) constitute well-known risk factors. High IOP results from the imbalance between the production of the aqueous humor by the non-pigmented epithelium (NPE) of the ciliary body, and its drainage by the trabecular meshwork in the iridocorneal angle [1]. Since IOP is the only modifiable factor in glaucoma, it constitutes the target of first-line medications. Nevertheless, between 30 and 90% of glaucomatous patients will not present this trait [2], suggesting the existence of other pathogenic processes. In line with this, both normal and high-tension glaucoma are accompanied at the neuroretinal level by chronic gliosis, oxidative stress, and vascular dysfunctions [3]. These pathological features might be explained, at least in part, by Müller glial cell dysfunction [4–6]. Among the fundamental roles of Müller cells is the regulation of extracellular glutamate levels through its recycling into glutamine that further fuels neurons [7]. In several experimental models of glaucoma, an increase in extracellular glutamate levels was reported to contribute to RGC death [7].

Despite major breakthroughs in the global understanding of glaucoma, the very limited number of animal models impedes further dissection of the complex etiology of this group of diseases. The Hippo pathway effector YAP recently emerged as an orchestrator of eye homeostasis [8]. We and others showed that its haploinsufficiency leads to cataract and age-related photoreceptor degeneration [9, 10]. With regards to the glaucoma research field, a genome-wide association study identified *Yap* as a new risk locus for primary open-angle glaucoma [11]. In line with this, YAP is expressed in several ocular cell types, including those affected in glaucoma (i.e. the NPE of the ciliary body, the trabecular meshwork, and Müller cells) [12]. Functional studies revealed its contribution to human trabecular meshwork cell stiffening in vitro, through its mechanotransducer function [13, 14]. This further substantiates the idea that YAP dysfunction might play a role in glaucoma, since changes in mechanical trabecular meshwork properties are proposed to underlie the increased resistance to aqueous humor outflow, and thereby to participate in the IOP elevation observed in glaucomatous patients [15]. Whether altered *Yap* expression in NPE cells of the ciliary body and/or in Müller glial cells could contribute to glaucoma development has not been investigated yet. Here, taking advantage of *Yap* conditional knockout mice that we previously described [16], we demonstrate that selective loss of YAP in both Müller cells and the ciliary body triggers uveitic glaucoma-like pathological features. Overall, our study suggests that deregulation of this cofactor may favor glaucoma onset and/or progression in humans.

## Results

### The ciliary body progressively collapses with age in *Yap* cKO mice

In order to evaluate the impact of *Yap* deletion in both Müller cells and the ciliary body, we used *Yap*^*flox/flox*^*;Rax-Cre*^*ERT2*^ mice (*Yap* cKO) that we previously generated [16]. In the postnatal or adult eye, the Cre recombinase expression pattern is restricted to Müller glia and NPE cells of the ciliary body, where YAP was previously shown to be expressed [16, 17]. *Yap* deletion was induced at postnatal day 10 (P10), when both Müller and NPE cells are already differentiated [18, 19]. We first assessed ciliary body morphology at different ages. Two months after *Yap* deletion induction, around 60% of the animals exhibited distended ciliary processes, indicative of cell-cell contact loss (Fig. 1A). The ciliary processes thereafter further regressed, with complete collapse in 100% of *Yap* cKO mice progressively occurring between six and nine months of age, without angle closure (Fig. 1A, B). Confirming their dramatic disorganization, ciliary bodies of 9-month-old *Yap* cKO mice exhibited an increased surface compared to age-matched controls (Fig. 1C). In humans, such alterations of the ciliary body have only been described in patients with uveitis [20, 21]. We thus next sought to further characterize the ciliary body defects of such patients. Interestingly, clinical examination using ultrasound biomicroscopy revealed distension (low IOP patients) or collapse (high IOP patients) of ciliary body processes (Fig. 1D), as observed in *Yap* cKO mice. Overall, these data demonstrate that YAP is required for the structural maintenance of the ciliary body. They also interestingly highlight a ciliary body phenotypic resemblance between *Yap* cKO mice and patients with uveitis.

**Fig. 1:**
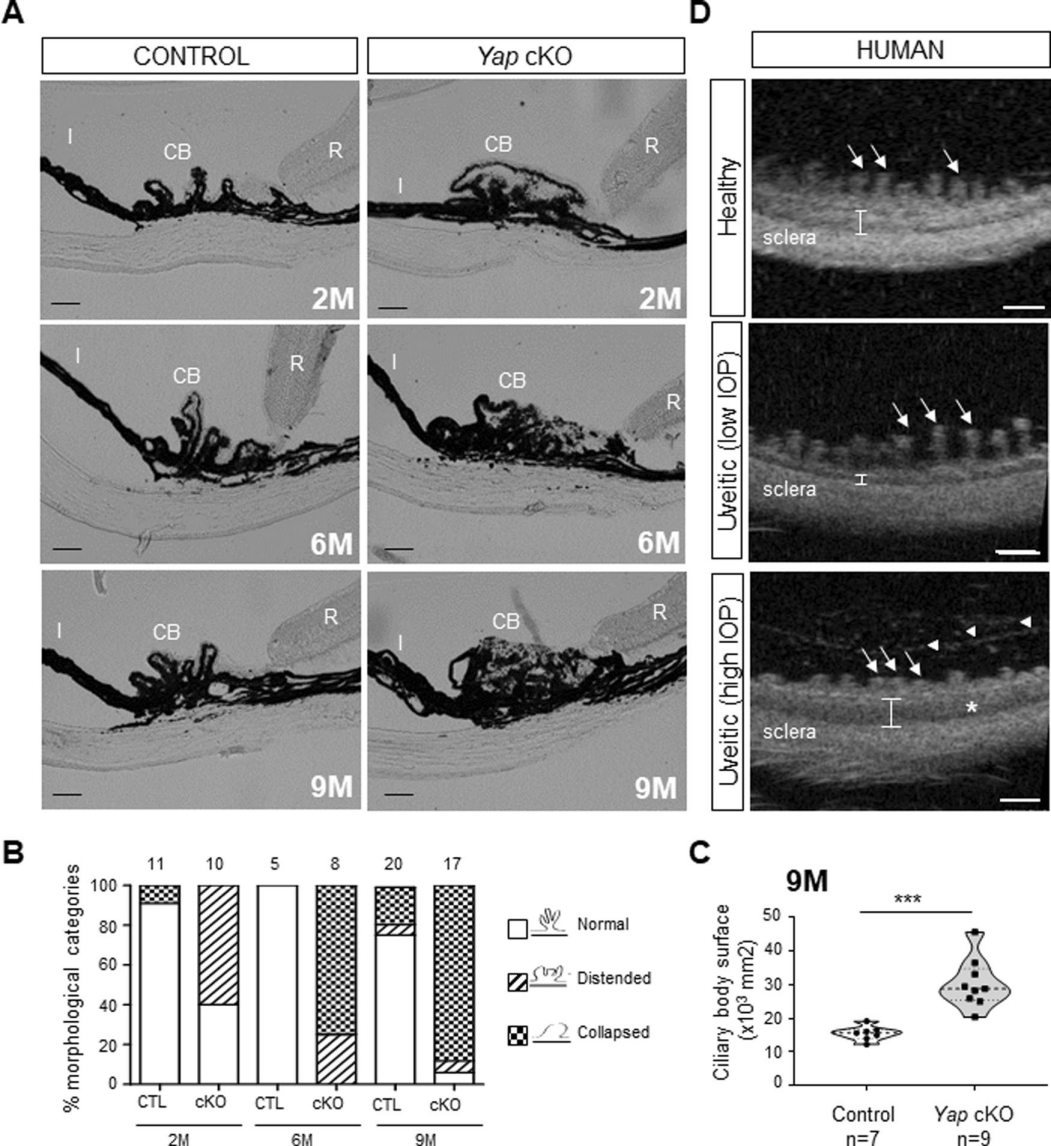
The ciliary body of *Yap* cKO mice progressively collapses as observed in human patients with uveitis. **A** Brightfield micrographs from 2-, 6-, and 9-month-old (2 M, 6 M, 9 M) control (*Yap*^*flox/flox*^) and *Yap* cKO ciliary body sections. CB: Ciliary body, I: Iris, R: Retina. Scale bars: 50 mm. **B** Quantification of control (CTL) and *Yap* cKO eyes harboring normal or defective ciliary bodies. We defined the ciliary body morphology according to the shape of its processes, which were either “distended” with a loss of clearly defined separation between the non-pigmented and the pigmented epithelium, or “collapsed” when the processes had completely disappeared. The number of eyes analyzed for each condition is indicated above the stacked histograms. **C** Quantification of the ciliary body surface in 9-month-old control and *Yap* cKO individuals. In these violin-plots, the thick dotted line represents the median, and the thin dotted lines the interquartiles. The number of analyzed ciliary bodies in each condition is indicated below the x-axis. Statistics: Mann-Whitney test, ***p ≤ 0.001. **D** Transverse section images from human healthy individuals and patients with chronic uveitis taken with an ultrasound biomicroscope. Compared to the healthy individual, the patient with uveitis presenting with low IOP shows atrophic (almost absent) pars plicata, thinner ciliary muscle area (white bracket), and elongated ciliary processes (arrows). The second patient with uveitis and high IOP presents with pars plicata edema (asterisk), increased thickness of ciliary muscle area (bracket), and shortened ciliary processes (arrows). White arrowheads point to putative inflammatory cells and fibrin deposition Scale bars: 1 mm.

### *Yap* cKO mice show alterations of the iridal blood-aqueous-barrier

We next sought other signs of uveitis in *Yap* cKO eyes, such as a breakdown of the blood-aqueous barrier (BaB), which results in exudation of blood components like albumin and which is usually accompanied by fibrosis. We first examined albumin immunostaining as a readout of blood barrier defects [22]. In control animals, albumin staining was restricted to blood vessels and was only detectable in the interior space of the biggest ones (Fig. 2A, B). In contrast, we observed albumin staining outside vessel walls in all *Yap* cKO eyes, suggesting iridal blood leakage as early as two months of age (Fig. 2A). In aged *Yap* cKO eyes, Isolectin-B4 (IsoB4)-labeled iridal blood vessel walls exhibited signs of degeneration compared to control ones, appearing either dilated (rounded blood vessel, Fig. 2B-c,c’) or degraded (unpigmented blood vessel, Fig. 2B-c,c’). In addition, albumin-labeled proteinaceous exudates (asterisks in Fig. 2B) likely emanating from the iridal endothelial cell layer were observed, confirming tissue damage. To further substantiate BaB disruption at the iris level, we performed fluorescein angiography on 9-month-old mice (Fig. 2C). Compared with control eyes, where iridal vascularization consists of thin regular blood vessels, *Yap* cKO ones exhibited thicker blood vessels, highly visible at the arcade of the pupillary margin and covering a larger vascular area. They also displayed blood leakage as indicated by iridal zones presenting diffuse fluorescein staining. Taken together, our results demonstrate that loss of blood vessel integrity in the iris constitutes an early feature of *Yap* cKO phenotype.

**Fig. 2:**
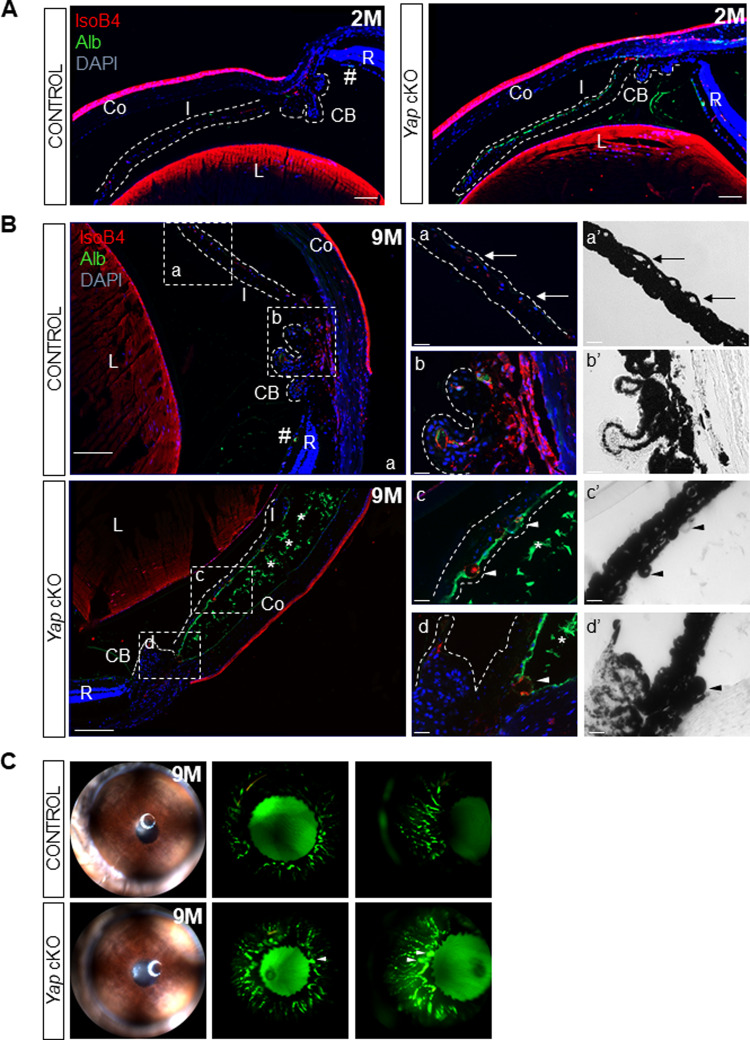
*Yap* cKO eyes exhibit a breakdown of the blood-aqueous barrier. **A**, **B** Sections from control (*Yap*^*flox/flox*^) and *Yap* cKO eyes at 2 (2 M, *n* = 4; A) or 9 months of age (9 M, *n* = 4; B). Sections were stained with IsoB4 (red) to assess blood vessel wall integrity and with anti-albumin antibody (green) to assess blood leakage from capillaries. Nuclei were counterstained with DAPI (blue). Dashed white lines delineate the iris and the ciliary body. Hashtag points to an intact blood vessel harboring albumin staining exclusively inside the lumen. Regions inside the dashed white squares are depicted at a higher magnification on the right panels. Shown are either fluorescence (a, b, c, d) or brightfield (a’, b’, c’, d’) images. In panels a, a’, arrows point to normal iridal blood vessels. In c, c’, d, d’, asterisks indicate proteinaceous exudates, while arrowheads indicate abnormal blood vessels. CB: Ciliary body, Co: Cornea, I: Iris, L: Lens, R: Retina. Scale bars: left panels, 100 mm; right panels, 20 mm. **C** Fundus imaging and fluorescein angiography (en-face and profile views) of 9-month-old control (*n* = 5) and *Yap* cKO (*n* = 7) iris. Arrowheads indicate microaneurisms.

### *Yap* cKO mice harbor glaucoma-like features

The BaB breakdown and ciliary body collapse occurring in *Yap* cKO mice are reminiscent of the phenotype reported in the widely used glaucoma mouse model DBA/2 J [23, 24]. This led us to hypothesize that *Yap* cKO individuals might also develop glaucomatous features with age. Considering the essential role of the NPE in aqueous humor production, we examined whether the collapse of *Yap* cKO ciliary body might be associated with abnormal IOP (i.e. imbalance between inflow and outflow of aqueous humor). When IOP was assessed without gender consideration, no significant difference was detected between control and *Yap* cKO eyes, neither at 6 nor at 9 months of age (Supplementary Fig. 1A, B), nor even at 12 months of age (data not shown). In the DBA/2J model, the IOP raise occurs earlier and at higher rates in females compared to males, despite an apparent absence of histological differences in CB collapse [23, 25]. Therefore, we re-examined IOP values taking the gender into account. The comparison with sex-matched controls revealed no difference for 9-month-old male *Yap* cKO eyes, but an increased IOP for female *Yap* cKO (Fig. 3A, B). Thus, although the onset and progression of *Yap* cKO CB structural abnormalities are not gender-specific (100% of cKO mice exhibit CB collapse), the consequences on the inflow/outflow balance appears to be more severe in females than in males, as described in DBA/2J eyes.

**Fig. 3:**
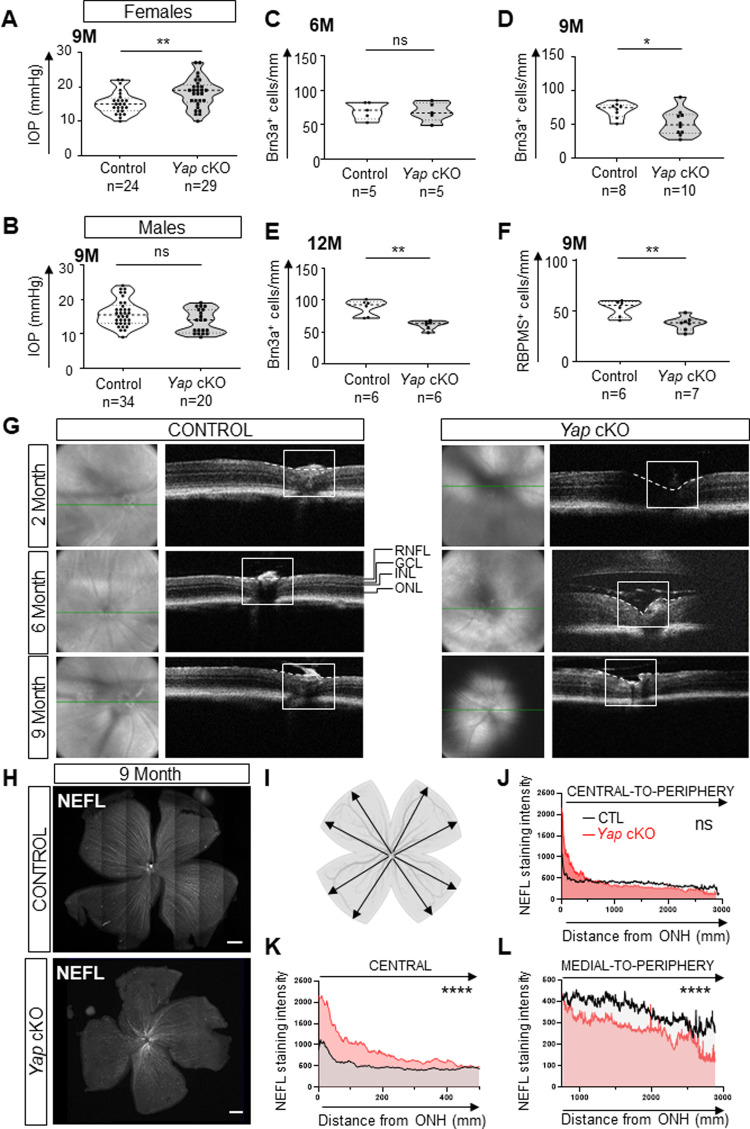
*Yap* cKO mice harbor glaucoma-like features. **A**, **B** Measurement of intraocular pressure (IOP) in female and male eyes from 9-month-old control (*Yap*^*flox/flox*^) and *Yap* cKO retinas. **C**–**F** Quantification of RGCs (Brn3a- **C**–**E** or RBPMS- **F** positive cells) in control and *Yap* cKO retinas at 6-, 9-, or 12 months of age as indicated (6 M, 9 M, 12 M). In violin plots, the thick dotted line represents the median, and the thin dotted lines the interquartiles. The number of analyzed eyes in each condition is indicated below the x-axis. **G** Representative OCT B-scan (right) corresponding to the green line shown on the en face image, and en face (left) images of 2-, 6-, and 9-month-old (2 M, 6 M, 9 M) control and *Yap* cKO retinas. The ONH is delineated by a white square and the surface of the retina at the ONH level is highlighted with a dashed line. Similar defects were observed in at least 3 individuals per condition. GCL ganglion cell layer, INL inner nuclear layer, ONL outer nuclear layer, RNFL retinal nerve fiber layer. **H**–**L** Immunostaining analysis of NEFL expression in 9-month-old control (*n* = 3) and *Yap* cKO retinas (*n* = 6). **H** Representative images of flat-mounted retinas. Scale bars: 500 mm. **I**–**L** Quantifications of NEFL staining intensity. Black arrows in the schematic in **I** represent the eight measurements performed in each analyzed retina (intensity measured every 0.645 mm starting from the ONH) using the Zen software. **J** Mean intensity along the central to peripheral axis. **K**, **L** are enlarged representations of intensity values measured either in the central part of the retina **K** or in the medial to peripheral region **L**. Statistics: Mann-Whitney test, ns: non-significant, *p ≤ 0.05, **p ≤ 0.01, ****p < 0.0001.

We next further examined potential glaucomatous features in *Yap* cKO eyes by evaluating the number of RGCs. We first used Brn3a as a marker, since it is expressed in ∼90% of RGCs [26]. At 6 months of age, the proportion of Brn3a-labeled cells within the ganglion cell layer of *Yap* cKO mice was unchanged compared to control retinas (Fig. 3C). However, it was significantly decreased by 27 and 30% in 9- and 12-month-old individuals (Fig. 3D, E). This result was confirmed in 9-month-old *Yap* cKO retinas using an antibody against RBPMS [27], a pan-RGC marker (Fig. 3F). Of note, the pattern of RGC loss was found homogenous throughout *Yap* cKO retinas (Supplementary Fig. 2). Together, these results suggest that RGC survival is affected in an age-dependent manner in *Yap* cKO retinas.

We then turned to optic coherence tomography (OCT) to visualize the optic nerve head (ONH). Control mice harbored a uniformly flat ONH whatever their age. In contrast, *Yap* cKO ONH was found excavated (dashed white line, Fig. 3G) from 2 months onwards. Finally, 9-month-old *Yap* cKO retinas harbored signs of nerve fiber degeneration, as assessed by the decreased intensity of neurofilament light chain (NEFL) labeling throughout the retina (Fig. 3H). Of note, further spatial examination of the staining revealed significantly decreased NEFL levels in the peripheral retina compared to control mice (Fig. 3I–L). In the central retina, however, the intensity was increased, a pattern reminiscent of the observed early neurofilament accumulation that precedes RGC death in the DBA/2J mouse model of glaucoma [28]. Collectively, these data indicate that ONH excavation is an early event that precedes RGC loss and nerve fiber degeneration in *Yap* cKO mice.

### Reactive gliosis and retinal vasculature defects precede RGC death in *Yap* cKO retinas

Müller cell gliosis is a hallmark of retinal stress. It is observed in glaucoma and has been shown to participate in its physiopathology [29, 30]. Analysis of GFAP expression by both western blot and immunostaining revealed the onset of reactive gliosis in *Yap* cKO mice from 6 months of age. This phenotype further worsened in older animals (Fig. 4A, B).

**Fig. 4:**
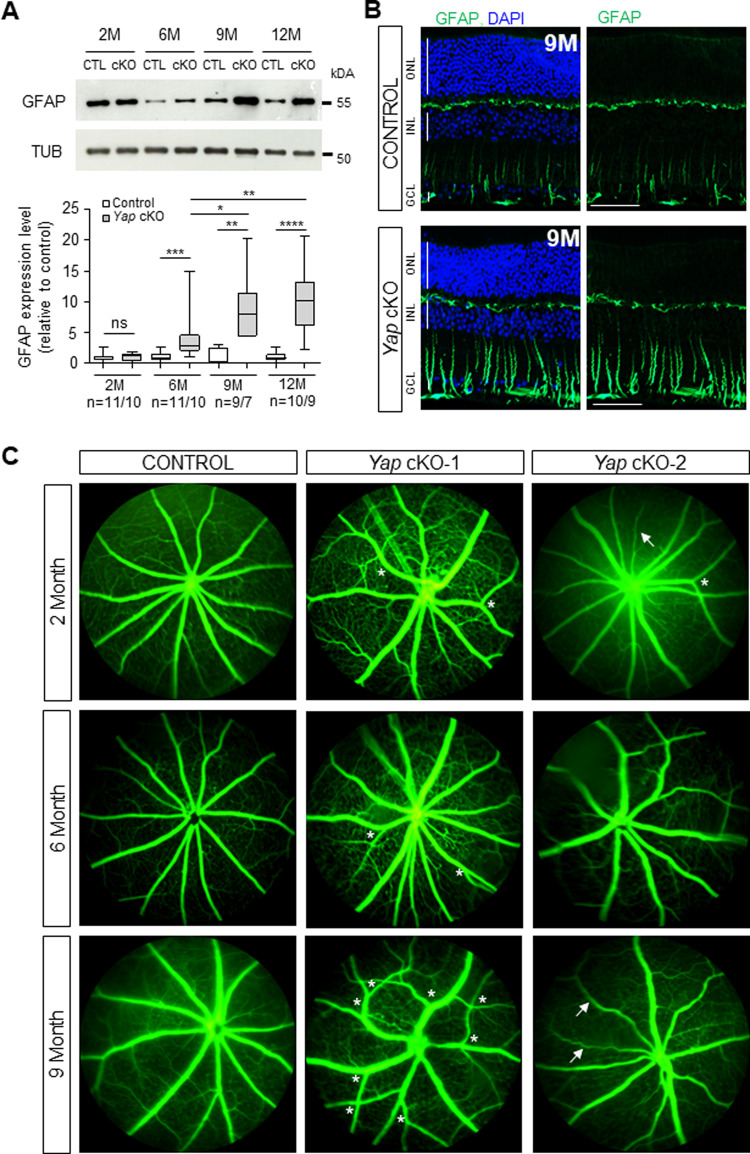
*Yap* cKO retinas exhibit reactive gliosis and vascular defects. **A** Western blot analysis of Glial Fibrillary Acidic Protein (GFAP) expression in 2-, 6-, 9-, and 12-month-old (2 M, 6 M, 9 M, 12 M) control (CTL; *Yap*^*flox/flox*^) and *Yap* cKO retinas. Expression levels were normalized to α-Tubulin (TUB) expression. The number of analyzed retinas (CTL/*Yap* cKO) is indicated below the x-axis. Statistics: Mann-Whitney test, *p ≤ 0.05, **p ≤ 0.01, *** p ≤ 0.001, **** p ≤ 0.0001, ns: non-significant. **B** Immunofluorescence analysis of GFAP expression on retinal sections from 9-month-old (9 M) control and *Yap* cKO mice. Nuclei were counterstained with DAPI (blue). GCL ganglion cell layer, INL inner nuclear layer, ONL outer nuclear layer. Scale bars: 20 mm. **C** Fluorescein angiography performed in 2-, 6- and 9-month-old control and *Yap* cKO individuals. Note the neovascularization (increased number of branches, white asterisks) and vessel degeneration (white arrows) occurring in *Yap* cKO retinas. Two *Yap* cKO individuals per age are shown.

Müller cell sustained gliosis is suspected to affect the blood-retinal barrier [5] and vascular alteration is correlated to the incidence of glaucoma [31]. We thus assessed the integrity of inner retinal blood vessels in *Yap* cKO retinas. Fluorescein angiography revealed retinal vasculature defects starting at 2 months of age (Fig. 4C), thus several months before the appearance of Müller cell gliosis. The phenotype was variable among mice, with defects including excessive branching (asterisk, Fig. 4C), and thin blood vessels (white arrow, Fig. 4C).

These data collectively reveal that early vascular defects appear independently of Müller cell gliosis, which occurs later on, preceding the onset of retinal ganglion cell loss.

### Glutamate recycling is impaired in aged *Yap* cKO retinas

A key regulatory function of Müller cells is to ensure the recycling of glutamate, which constitutes the main excitatory neurotransmitter in the retina [32]. Control of glutamate levels is crucial for neurotransmission but also to prevent excitotoxicity-dependent RGC death, a phenomenon that has been proposed to participate in glaucoma etiology, although this is still a matter of debate [33]. We thus investigated whether RGC loss in *Yap* cKO retinas might be associated with defective glutamate recycling. We first assessed the glutamate-to-glutamine (Glu/Gln) ratio in 9-month-old retinal extracts by quantitative liquid chromatography coupled to high-resolution mass spectrometry. Aged *Yap* cKO retinas harbored a significantly higher Glu/Gln ratio compared to control ones, which results essentially from decreased levels of retinal glutamine content (Fig. 5). We then evaluated the expression level of glutamine synthetase (GS), a Müller glia-specific enzyme catalyzing the conversion of glutamate into glutamine [34]. GS levels in Müller cells were significantly decreased from two months onwards in *Yap* cKO retinas compared to control ones (Fig. 6 and Supplementary Fig. 4). This was followed in older animals by the downregulation of two other proteins involved in glutamate recycling, namely the inwardly rectifying potassium channel (Kir4.1) [32] and the water channel Aquaporin-4 (AQP4) [35, 36] (Fig. 6 and Supplementary Fig. 4). Of note, although Kir4.1 was downregulated in Müller cell processes, its expression was increased at their endfeet within the ganglion cell layer. Taken together, these results indicate an alteration of glutamate homeostasis in *Yap* cKO retinas, which most likely results from the defective expression of key Müller glia glutamate recycling proteins.

**Fig. 5:**
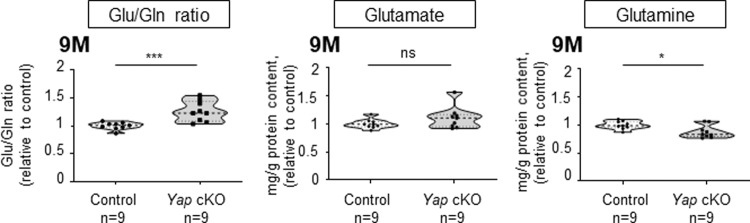
*Yap* cKO retinas show altered glutamate-to-glutamine ratios. Measurement of the glutamate-to-glutamine ratio (Glu/Gln) and glutamate or glutamine content, in 9-month-old (9 M) control and *Yap* cKO retinal extracts. The thick dotted line of violin plots represents the median, and the thin dotted lines the interquartiles. The number of analyzed retinas in each condition is indicated below the x-axis. Statistics: Mann-Whitney test, *p ≤ 0.05, ***p ≤ 0.001, ns non-significant.

**Fig. 6:**
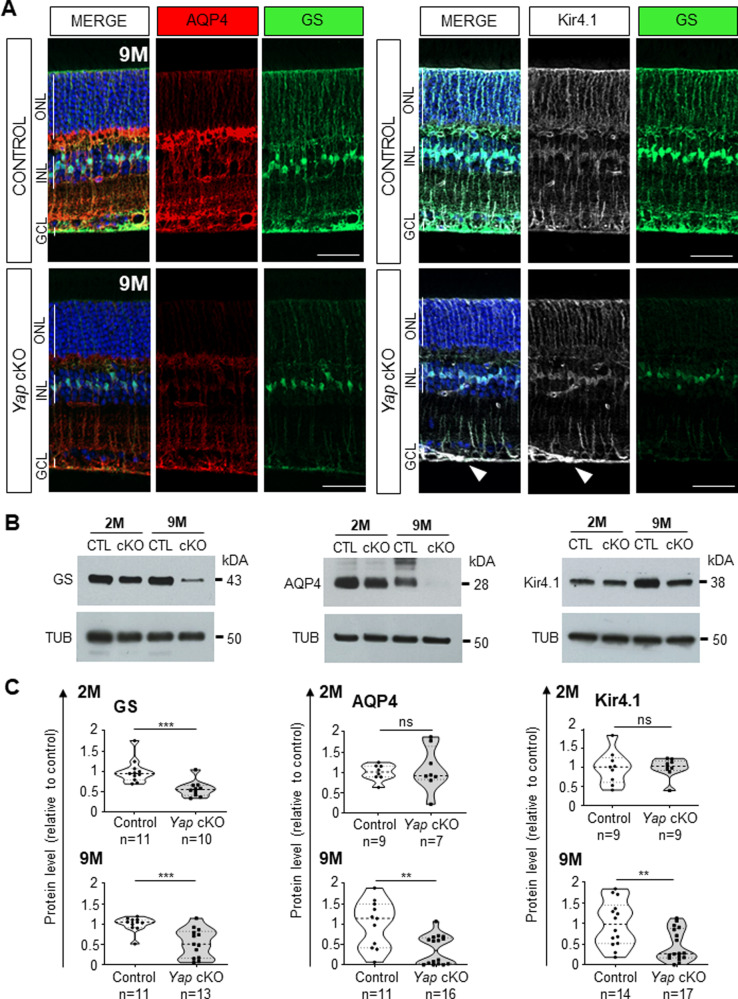
Proteins involved in glutamate recycling are affected in *Yap* cKO Müller cells. **A** Retinal sections from 9-month-old (9 M) control (*Yap*^*flox/flox*^) and *Yap* cKO retinas, immunostained for GS (in green), AQP4 (in red) and Kir4.1 (in white). Nuclei were counterstained with DAPI. The white arrowhead indicates the accumulation of Kir4.1 at the endfeet of *Yap* cKO Müller cells. GCL ganglion cell layer, INL inner nuclear layer, ONL outer nuclear layer. Scale bars: 20 mm. **B** Western blot analysis of GS, AQP4, and Kir4.1 expression in 2- and 9-month-old (2 M, 9 M) control (CTL) and *Yap* cKO retinas. **C** Corresponding quantifications. Expression levels were normalized to alpha-Tubulin (TUB) expression. The thick dotted line of violin plots represents the median, and the thin dotted lines the interquartiles. The number of analyzed retinas in each condition is indicated below the x-axis. Statistics: Mann-Whitney test, **p ≤ 0.01, ***p ≤ 0.001, ns: non-significant.

### The molecular signature of *Yap* cKO retinas

We next aimed at uncovering the early molecular mechanisms underlying the development of *Yap* cKO glaucoma-like phenotype. 

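Whole transcriptome analysis used retinas of 2-month-old mice, namely 3 control retinas (*Yap* flox/flox, animals YR612, YR613 and YR615) and 3 *Yap* cKO retinas (*Yap* flox/flox;*Rax-CreER T2*, animals YR711, YR713 and YR714). In this line, 4-hydroxytamoxifen given at postnatal days 10 and 14 activates a Cre recombinase in cells that express *Rax*, where it recombines the floxed *Yap* allele. Stranded libraries of polyadenylated RNA were sequenced from both ends of each fragment. After alignment to GRCm38 with STAR, the authors counted the fragments of each gene with featureCounts 1.6.2, and the values are counts without normalization. By that program's default, fragments that overlap several genes or map to several places are not counted. Between 24261799 and 28641877 fragments per control retina (median 26937920) and between 25972334 and 35067068 per *Yap* cKO retina (median 26170371) were assigned to genes. Of the 55421 genes listed, 30129 had a count in at least 1 retina. The 16575 genes that passed edgeR's filter on low counts were normalized by the TMM method and tested with edgeR's quasi-likelihood test (common dispersion 0.0126). A gene was called differentially expressed at a Benjamini-Hochberg adjusted p of at most 0.05, a fold change of at least 1.5 and a mean TPM of at least 5 in 1 of the groups, with TPM computed from the counts and the exonic length of each gene. An exact permutation test of 3 retinas against 3 cannot give a two-sided p below 0.1, so no permutation test is given for single genes.

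Expression relative to the mean of the 6 retinas followed gene length in opposite directions in single retinas. Across the tested genes, which are not independent replicates, Spearman's rho between this relative expression and exonic length was -0.413 in control YR612, 0.172 in control YR613 and -0.405 in control YR615. It was 0.396 in *Yap* cKO YR711, 0.385 in YR713 and -0.151 in YR714. Between the groups, the log2 fold change rose with length (rho = 0.391). Its median was -0.17 in the lowest decile of gene length (57 to 1360 bases) and 0.21 in the highest decile (9602 to 123179 bases). Results were also computed with a correction of each retina for gene length.

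**Figure D1:**
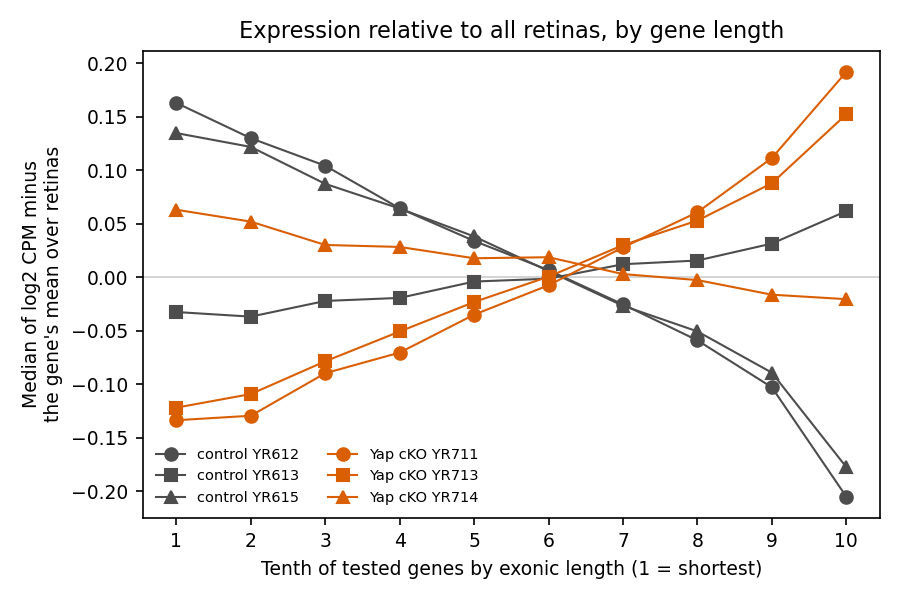
Median difference between the log2 CPM of a retina and the mean of the gene over all retinas (vertical axis), for each decile of the tested genes by exonic length (horizontal axis, 1 = shortest), with 1 line per retina. In the highest decile the median is -0.20 in control YR612 and -0.18 in control YR615, 0.06 in control YR613, 0.19 in *Yap* cKO YR711, 0.15 in YR713 and -0.02 in YR714.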

To this aim, we performed whole transcriptome analysis at 2 months of age and identified 276 differentially expressed genes (DEGs) between control (*Yap*^flox/flox^) and *Yap* cKO retinas (Supplementary Table S1). 

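*Yap1*, the gene deleted in this line (ENSMUSG00000053110, chromosome 9 of GRCm38, 7931999 to 8004596), had 9.61 ± 0.189 TPM (SD, n = 3) in control retinas and a mean of 3.90 TPM in *Yap* cKO retinas, with 3.99, 3.76 and 3.94 TPM in YR711, YR713 and YR714. Its log2 fold change was -1.36 (standard error 0.093, adjusted p = 0.000282 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between -1.39 and -1.33 with each retina left out in turn.

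Among the tested genes, 247 had an adjusted p of at most 0.05 from the same test, and 132 of them also passed the fold change and TPM minimums. Of these 132 genes, 35 were higher and 97 were lower in *Yap* cKO retinas. The retinas of the groups did not overlap in 24.6% of all tested genes, which are not independent of each other, where chance gives 10%. The choice of retinas moved the count most. It was 516 genes without control YR613 and 448 without *Yap* cKO YR714, but 40 without control YR612, 38 without control YR615 and 68 without *Yap* cKO YR713.

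*Npvf* (ENSMUSG00000029831, chromosome 6, 50650672 to 50654439) had between 46 and 58 counts in the control retinas and at most 2 in the *Yap* cKO retinas, which makes it at least 18.8-fold lower. *Slc26a4* (ENSMUSG00000020651, chromosome 12, 31519827 to 31559969) had 8.42 ± 0.596 TPM (SD, n = 3) in control retinas and 0.246 ± 0.179 TPM in *Yap* cKO retinas, a log2 fold change of -5.03 (standard error 0.30), which was -5.84 without *Yap* cKO YR713. *Ltbp2* (ENSMUSG00000002020, chromosome 12, 84783212 to 84876532) fell from 6.87 ± 0.473 TPM to 0.396 ± 0.367 TPM, a log2 fold change of -4.08 (standard error 0.40), which was -5.25 without the same retina. *Ltbp2* was also listed here as a marker of the ciliary body. Unequal carry-over of that tissue at dissection stays open as a cause of its fall.

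**Figure D2:**
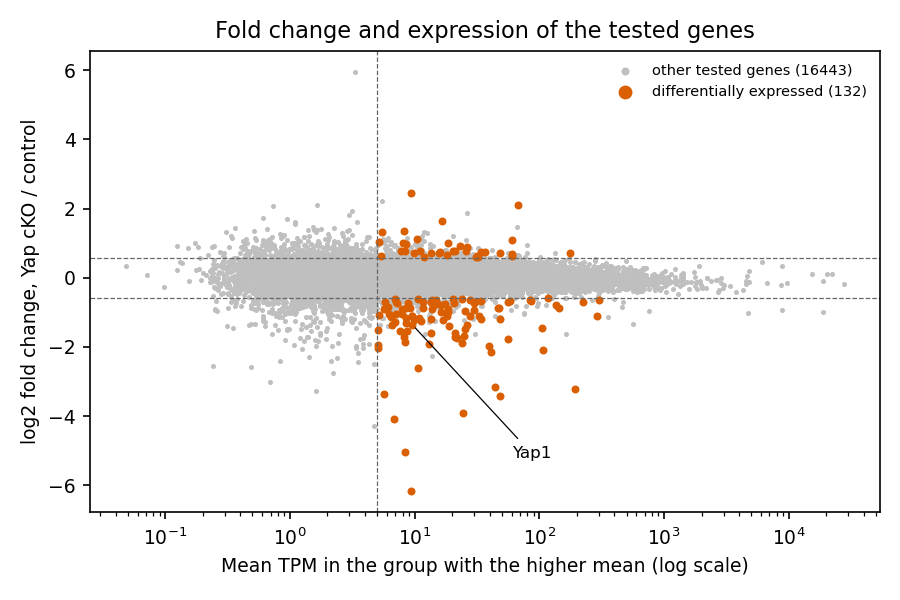
Log2 fold change between *Yap* cKO and control retinas (vertical axis) against the mean TPM of the group with the higher mean (horizontal axis, log scale) for the 16575 tested genes, with the differentially expressed genes in colour and a dashed line at 5 TPM. The coloured points comprise 35 genes above 0 and 97 genes below 0.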

Importantly, 16% of these DEGs (45/276) were previously described as YAP direct target genes as retrieved in the Harmonizome database (Supplementary Fig. 3A, and [37]).

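Fig. 7 marks 6 genes as YAP direct targets, namely *Bmp4*, *Col18a1*, *Fn1*, *Grin2a*, *Grin2b* and *Oxtr*. All 6 were tested. *Col18a1*, *Fn1* and *Oxtr* were differentially expressed, and of the 6 genes 4 were higher and 2 were lower in *Yap* cKO retinas. *Bmp4* (ENSMUSG00000021835, chromosome 14 of GRCm38, 46383520 to 46390669) had 5.45 ± 0.485 TPM (SD, n = 3) in control retinas and 0.975, 2.45 and 4.04 TPM in *Yap* cKO YR711, YR713 and YR714. Its log2 fold change was -1.18 (standard error 0.36), and its adjusted p of 0.127 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment did not pass the threshold. Without *Yap* cKO YR714 the log2 fold change of *Bmp4* was -1.68 and the gene was called (adjusted p = 0.0200). The overlap of all differentially expressed genes with the Harmonizome list was not analysed here.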

Pathway analysis of the 276 DEGs based on Gene Ontology (GO) revealed 11 parent-enriched GO “Biological processes” (Fig. 7A–D, and Supplementary Table S2). 

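All 276 genes of Table S1 were among the genes tested here, and each had an unadjusted p of at most 0.00988. Every one of them changed in the direction that the table gives, 270 with a fold change of at least 1.5. At an adjusted p of at most 0.05, 135 of them passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 131 met every criterion, 35 higher and 96 lower in *Yap* cKO retinas. Across these genes, the log2 fold changes computed here and those of the table had a Pearson r of 1.00 and a median absolute difference of 0.0063. The table's genes differ in length by direction. Median exonic length was 6250 bases for the 110 genes that the table lists as higher, 2584 bases for the 166 listed as lower and 4132 bases for all tested genes. With the correction of each retina for gene length, 32 of the 110 and 91 of the 166 met every criterion. By edgeR's likelihood ratio test 109 of the 110 and 159 of the 166 met every criterion, and 66 and 127 did with the same correction, a combination chosen after seeing the data. The enrichment of Gene Ontology terms was not repeated here.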

Among the 24 DEGs belonging to the Biological Process “behavior”, 5 (*Grin2a, Grin2b, Nrxn1, Oxtr, Tnr)* are part of “positive regulation of synaptic transmission, glutamatergic” (Fig. 7B). 

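*Oxtr* (ENSMUSG00000049112, chromosome 6 of GRCm38, 112473683 to 112489943) rose from 1.64 ± 0.467 TPM (SD, n = 3) in control retinas to 9.42 ± 2.63 TPM (SD, n = 3) in *Yap* cKO retinas. The log2 fold change was 2.46 (standard error 0.26, adjusted p = 0.00243 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *Oxtr* was the 1 gene of the 4 analysed here (with *Grin2a*, *Grin2b* and *Tnr*) that met every criterion. It stayed between 2.23 and 2.67 with each retina left out in turn.

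These 3 other genes were higher in *Yap* cKO retinas with adjusted p-values between 0.0634 and 0.110 from the same test, above the threshold. *Grin2a* (ENSMUSG00000059003, chromosome 16, 9567898 to 9995560) had 4.40 ± 1.15 TPM in control and 7.29 ± 0.557 TPM in *Yap* cKO retinas, a log2 fold change of 0.68 (standard error 0.15). *Tnr* (ENSMUSG00000015829, chromosome 1, 159523769 to 159931729) had 32.6 ± 7.53 and 55.9 ± 13.3 TPM, a log2 fold change of 0.72 (standard error 0.18). For *Tnr*, 2 other annotated genes overlap on the same strand, so fragments in the shared exons would not have been counted. *Grin2b* (ENSMUSG00000030209, chromosome 6, 135713233 to 136173511) had 4.06 ± 1.49 and 7.37 ± 1.77 TPM, a log2 fold change of 0.81 (standard error 0.23), and control YR613 (5.74 TPM) exceeded *Yap* cKO YR714 (5.33 TPM). Without control YR613 or without *Yap* cKO YR714 all 4 genes were called. *Grin2a*, *Tnr* and *Grin2b* have exonic lengths between 12867 and 24842 bases, and with the correction for gene length their log2 fold changes were 0.39 for *Grin2a*, 0.50 for *Tnr* and 0.45 for *Grin2b*. Adjusted over the list alone, 4 of the 4 genes had an adjusted p of at most 0.05, but the study chose the list on these samples, so that count is not independent evidence.

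**Figure D3:**
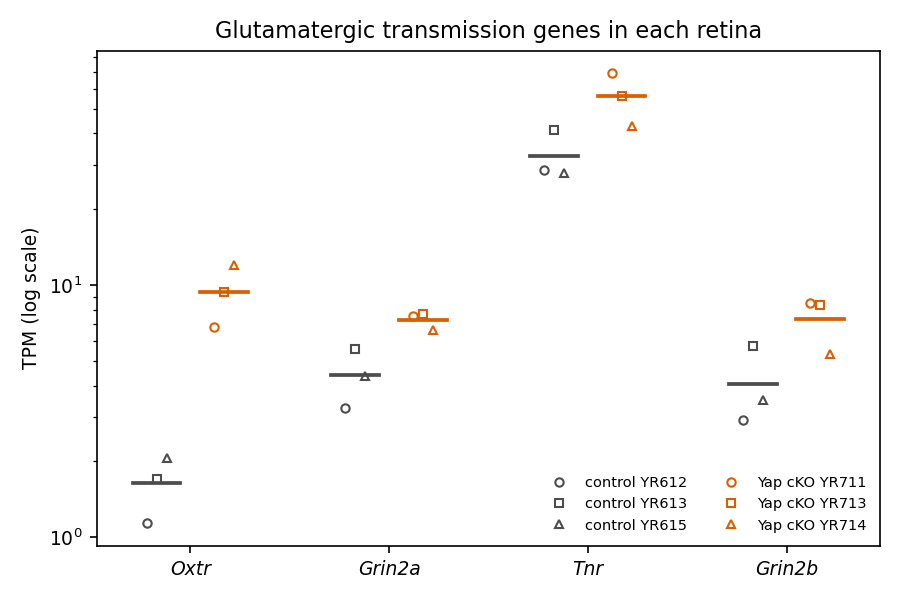
TPM (vertical axis, log scale) of *Oxtr*, *Grin2a*, *Grin2b* and *Tnr* in each control and *Yap* cKO retina, with a bar at the mean of each group (n = 3). *Oxtr* lies between 1.14 and 2.06 TPM in control retinas and between 6.80 and 12.1 TPM in *Yap* cKO retinas.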

Noteworthy, *Grin2a, Grin2b, and Oxtr* have been identified as YAP potential direct transcriptional targets (Supplementary Fig. 3A, and [37]). This not only reinforces our phenotypic observations but also points to YAP as being a potential regulator of glutamate signaling. 

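From Fig. 7C, 16 genes were analysed here, namely *Pde3b*, *Unc5b*, *Fn1*, *Thbs1*, *Ccn1*, *Ccn2*, *Bmp4*, *Edn2*, *Rhoj*, *Folr1*, *Gja1*, *Vstm4*, *Col18a1*, *Optc*, *Efemp2* and *Yap1* itself. All were tested, 3 were higher and 13 were lower in *Yap* cKO retinas, and their median log2 fold change was -1.05. The criteria were met by 12 of them, 2 higher and 10 lower. *Ccn2* (ENSMUSG00000019997, chromosome 10 of GRCm38, 24595442 to 24598683) had 55.7 ± 16.9 TPM (SD, n = 3) in control retinas and 17.2 ± 1.41 TPM (SD, n = 3) in *Yap* cKO retinas, a log2 fold change of -1.76 (standard error 0.21, adjusted p = 0.00479 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Gja1* (ENSMUSG00000050953, chromosome 10, 56377330 to 56402513) fell from 8.39 ± 0.677 to 2.38 ± 1.24 TPM, a log2 fold change of -1.86 (standard error 0.29, adjusted p = 0.0187 from the same test). Its call was lost without control YR612 (adjusted p = 0.0904) or control YR615 (adjusted p = 0.0930). *Pde3b* (ENSMUSG00000030671, chromosome 7, 114415281 to 114539251) rose from 2.45 ± 0.237 to 5.16 ± 1.25 TPM, a log2 fold change of 1.02 (standard error 0.19, adjusted p = 0.0347 from the same test), and its call was lost without control YR612, control YR615, *Yap* cKO YR713 or *Yap* cKO YR714. *Unc5b*, *Thbs1*, *Ccn1* and *Bmp4* were not called, with adjusted p-values between 0.0624 and 0.127. For *Unc5b* and *Vstm4*, 1 other annotated gene overlaps on the same strand. Of the 12 called genes, 10 were also called with the correction for gene length, 4 without control YR615, 5 without control YR612 and 7 without *Yap* cKO YR713. The study chose these genes on the same samples, so the 16 of 16 genes with an adjusted p of at most 0.05 when adjusted over the list alone are not independent evidence.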

Besides, the GO group “blood vessel morphogenesis” (17 DEGs) was also retrieved (Fig. 7C), offering a potential molecular explanation for the aforementioned blood leakage phenotype in young *Yap* cKO retinas. In this category, the *Col18a1* gene caught our attention since (i) it is a direct YAP target gene (Supplementary Fig. 3A), (ii) it is essential for retinal angiogenesis [38], and (iii) it is recognized as a genetic risk factor in one glaucoma type, namely pigmentary glaucoma [39]. This gene was also included in the GO category “Extracellular Matrix (ECM) organization” (Fig. 7D), which represented the most significantly enriched GO Biological Process in *Yap* cKO retinas. Also related to “ECM organization”, were 3 other genes (*Fbln1*, *Fn1*, and *Loxl1)* known to be associated with different types of glaucoma [39–42]. Among them, the Fibronectin-1 coding gene (*Fn1*), which expression was increased in *Yap* cKO retinas compared to control retinas, is also a direct YAP transcriptional target (Supplementary Fig. 3A). 

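*Col18a1* (ENSMUSG00000001435) lies on chromosome 10 of GRCm38 from 77052178 to 77166548. It had 41.3, 38.8 and 39.1 TPM in control YR612, YR613 and YR615 (39.7 ± 1.34, mean and SD) and 7.96, 13.9 and 9.86 TPM in *Yap* cKO YR711, YR713 and YR714 (10.6 ± 3.01). The log2 fold change was -1.96 (standard error 0.17, adjusted p = 0.00123 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each retina left out in turn, the log2 fold change stayed between -2.21 and -1.80, and the gene remained differentially expressed each time. With the correction for gene length it was -2.05.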

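Fig. 7D shows 20 genes of this category. All 20 were tested, 4 were higher and 16 were lower in *Yap* cKO retinas. The criteria were met by 15 genes, 3 higher and 12 lower. Among those not named above, *Optc* (ENSMUSG00000010311, chromosome 1 of GRCm38, 133897199 to 133907999) fell from 48.0 ± 2.30 TPM (SD, n = 3) to 4.56 ± 3.32 TPM (SD, n = 3), a log2 fold change of -3.41 (standard error 0.36, adjusted p = 0.00243 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was -4.23 without *Yap* cKO YR713. *Matn2* (ENSMUSG00000022324, chromosome 15, 34306677 to 34436273) fell from 5.10 ± 0.682 to 1.26 ± 0.778 TPM, a log2 fold change of -2.04 (standard error 0.33, adjusted p = 0.0228 from the same test). Its log2 fold change was -2.70 without *Yap* cKO YR713, and its call was lost without control YR612, control YR615 or *Yap* cKO YR711. *Scara3* (ENSMUSG00000034463, chromosome 14, 65919394 to 65953935) rose from 37.4 ± 0.741 to 60.4 ± 2.32 TPM, a log2 fold change of 0.63 (standard error 0.073, adjusted p = 0.00423 from the same test). *Mfap4* (ENSMUSG00000042436, chromosome 11, 61485431 to 61488900) had 0.977, 6.82 and 0.685 TPM in *Yap* cKO YR711, YR713 and YR714 against 13.7 ± 2.81 TPM in control retinas. Its log2 fold change of -2.25 (standard error 0.59, adjusted p = 0.0917 from the same test) was -4.09 without *Yap* cKO YR713 (adjusted p = 0.00132). *Mfap4*, *Loxl1*, *Ccn1*, *Scx* and *Tnr* were not called, with adjusted p-values between 0.0624 and 0.105. Of the 15 called genes, 10 were also called with the correction for gene length, 5 without control YR612, 4 without control YR615, 10 without *Yap* cKO YR711 and 9 without *Yap* cKO YR713. Adjusted over the list alone, 20 of the 20 passed, but the genes were chosen on these samples and that count is not independent evidence. *Optc* was also listed here as a marker of the ciliary body, and *Fbln1* as a marker of connective tissue fibroblasts. For such genes, unequal carry-over of neighbouring tissue at dissection stays open as a cause. The enrichment itself was not repeated.

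**Figure D4:**
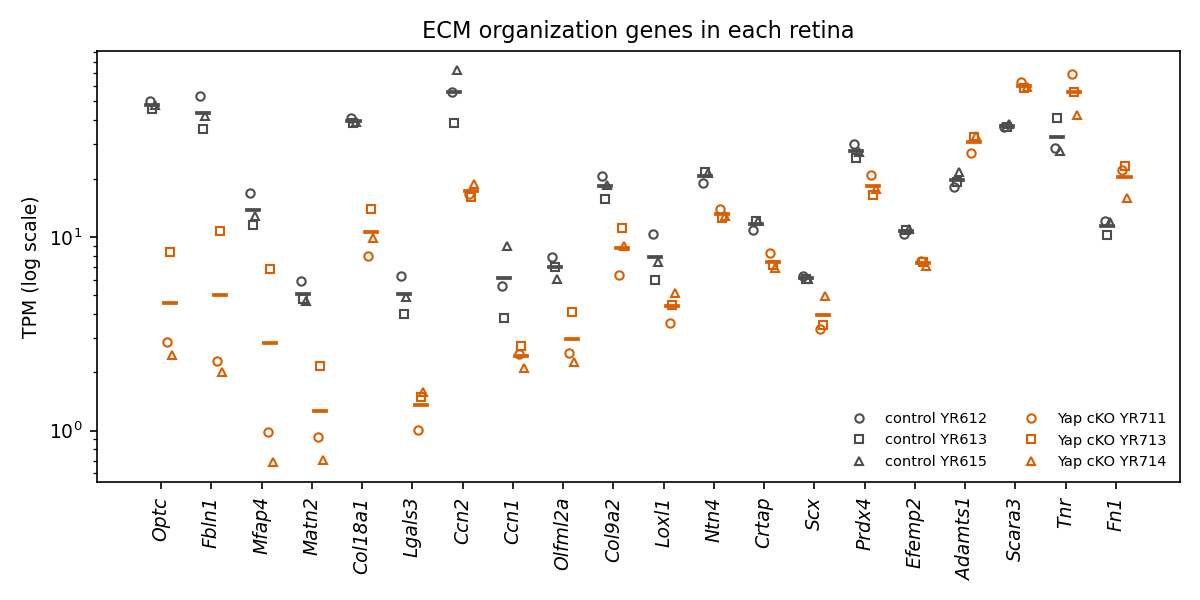
TPM (vertical axis, log scale) of the genes of Fig. 7D in each control and *Yap* cKO retina, with a bar at the mean of each group (n = 3). *Optc* lies at 2.44 to 8.39 TPM and *Mfap4* at 0.685 to 6.82 TPM in *Yap* cKO retinas, with YR713 the highest for both.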

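*Fbln1* (ENSMUSG00000006369, chromosome 15 of GRCm38, 85205949 to 85286535) had 43.8 ± 8.92 TPM (SD, n = 3) in control retinas and 2.29, 10.7 and 2.01 TPM in *Yap* cKO YR711, YR713 and YR714. This gave a log2 fold change of -3.15 (standard error 0.51, adjusted p = 0.0231 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without *Yap* cKO YR713 it was -4.41, and without control YR612 or YR615 the adjusted p of *Fbln1* rose to 0.105 and 0.102 and the gene was not called. Connective tissue carried over at dissection in unequal amounts stays open as a cause of the fall of *Fbln1*. *Loxl1* (ENSMUSG00000032334, chromosome 9, 58287738 to 58313186) had 7.91 ± 2.18 TPM in control and 4.41 ± 0.771 TPM in *Yap* cKO retinas (SD, n = 3). The log2 fold change of *Loxl1*, -0.90 (standard error 0.23), had an adjusted p of 0.0885 from the same test and did not pass the threshold. *Loxl1* did pass without control YR613 (adjusted p = 0.0184) and without *Yap* cKO YR714 (adjusted p = 0.0370), and its log2 fold change ran from -1.08 to -0.64 over the fits that each left out 1 retina.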

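*Fn1* (ENSMUSG00000026193, chromosome 1 of GRCm38, 71585520 to 71653200) had 11.4 ± 1.05 TPM (SD, n = 3) in control retinas and 22.1, 23.1 and 15.8 TPM in *Yap* cKO YR711, YR713 and YR714 (20.4 ± 3.94). All *Yap* cKO retinas lay above all control retinas. The log2 fold change was 0.77 (standard error 0.14, adjusted p = 0.0332 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each retina left out in turn it stayed between 0.67 and 0.91, and the adjusted p of *Fn1* passed the threshold only without control YR613 (0.0216) or *Yap* cKO YR714 (0.00243). Without control YR612, control YR615, *Yap* cKO YR711 or *Yap* cKO YR713 it was 0.105, 0.151, 0.0799 and 0.169. The exonic length of *Fn1* is 11685 bases, and with the correction for gene length its log2 fold change was 0.56 (adjusted p = 0.0648), which is below the fold change minimum.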

Importantly, FN1 is a major player in the development of open angle glaucoma where its accumulation in the trabecular meshwork is believed to contribute to the increase in IOP [40]. The protein-protein interaction (PPI) network of the 276 DEGs (Fig. 7E) revealed *Fn1* as the most significant hub (Node degree: 36). This result is corroborated with a recent analysis that identified this gene as one of the three major hubs among the TOP 100 DEGs in the trabecular meshwork of glaucomatous patients [43]. 

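Fig. 7E draws fewer links to *Fn1* than this node degree, to 8 genes, namely *Thbs1*, *Ccn2*, *Fbln1*, *Lgals3*, *Fbn1*, *Fmod*, *Vcam1* and *Sparc*. All 8 were lower in *Yap* cKO retinas, opposite to *Fn1*, with a median log2 fold change of -1.54, and all but *Thbs1* were differentially expressed. *Fmod* (ENSMUSG00000041559, chromosome 1 of GRCm38, 134037254 to 134048277) fell from 24.6 ± 2.24 TPM (SD, n = 3) to 1.68 ± 0.720 TPM, a log2 fold change of -3.91 (standard error 0.25, adjusted p = 0.000216 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Fbn1* (ENSMUSG00000027204, chromosome 2, 125300594 to 125507993) fell from 8.54 ± 1.30 to 3.57 ± 0.474 TPM, a log2 fold change of -1.31 (standard error 0.13, adjusted p = 0.00223 from the same test). *Sparc* (ENSMUSG00000018593, chromosome 11, 55394500 to 55423183) fell from 292 ± 7.62 to 142 ± 8.45 TPM, a log2 fold change of -1.10 (standard error 0.075). *Lgals3* and *Vcam1* had log2 fold changes of -1.94 and -0.73, and *Thbs1* had -0.75 (standard error 0.21, adjusted p = 0.109 from the same test). The same 7 genes were called with the correction for gene length, and 4 of them were called without control YR612 or without control YR615. Genes linked to *Fn1* beyond those drawn were not analysed here, and the network was not rebuilt.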

Finally, comparison of our dataset with that of 3-month-old DBA/2 J retinas revealed 23% (65/276) of identical DEGs. Of note, 100% (7/7) of the DEGs in DBA/2J under the GO term “ECM organization” were found in the *Yap* cKO dataset as well [38] (Supplementary Fig. 3B). Taken together, this transcriptomic analysis uncovers the molecular signature of *Yap* cKO retinas, and highlights ECM organization as a key dysregulated process.

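In the 20 genes of the ECM category shown in Fig. 7D, the 16 lower genes had a median log2 fold change of -1.33 and the 4 higher genes one of 0.68. With the correction of each retina for gene length, the median over all 20 was -0.94.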

**Fig. 7:**
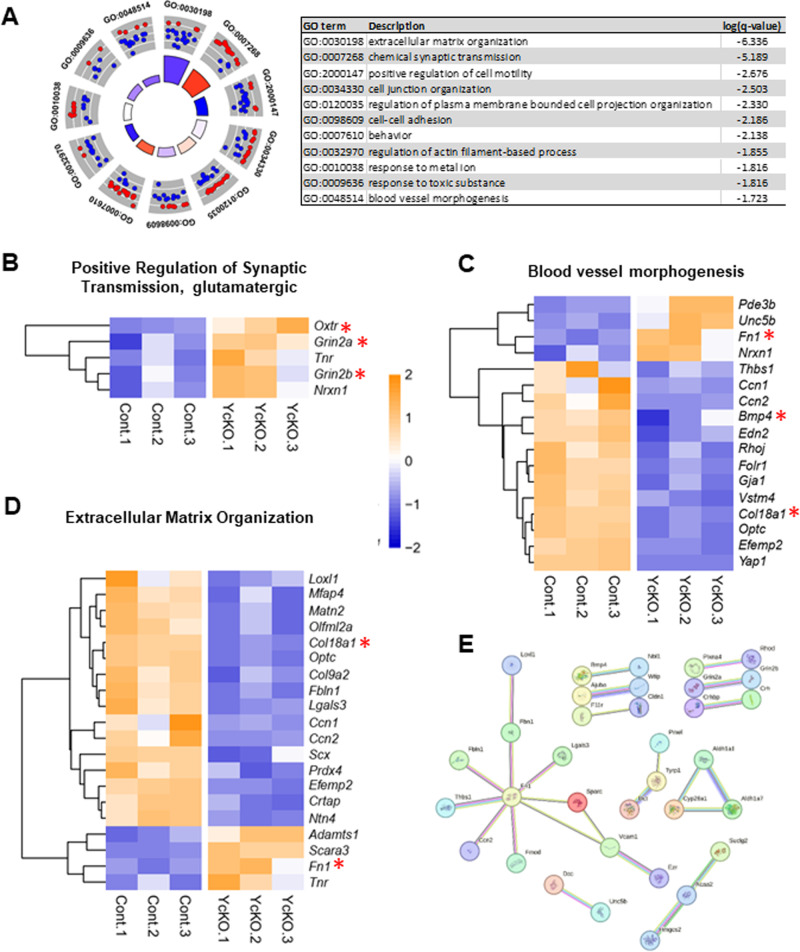
Whole transcriptome analysis of 2-month-old *Yap* cKO retinas. **A** Circular and tabular visualizations of the GO biological processes identified after pathway enrichment analysis. Blue and red dots depict down- and up-regulated genes respectively as plotted based on logFC. z score bars. **B**–**D** Hierarchical clustering analysis of the DEGs between *Yap* cKO and control retinas (filtered by fold change ≥1.5, FDR ≤ 0.05, TPM ≥ 5). Red asterisks highlight previously reported YAP direct transcriptional targets. Shown are genes related to the biological processes “positive regulation of synaptic transmission glutamatergic” (**B**), “Blood vessel morphogenesis” (**C**), and “extracellular matrix organization” (**D**) respectively. The expression pattern of each control (Cont) and *Yap* cKO retina is depicted. **E** PPI network of the 276 DEGs built with the highest confidence score ≥ 0.9.

## Discussion

The mechanisms underlying the pathogenesis of neurodegeneration in glaucoma are still poorly understood. We here document a uveitic glaucoma-like phenotype resulting from *Yap* deletion in both the ciliary body NPE and Müller cells (Fig. 8). In the anterior chamber of *Yap* cKO eyes, we identified early BaB breakdown and ciliary body collapse, phenocopying patients with uveitis. In the neuroretina, we highlighted early vascular defects and optic nerve head cupping, as well as Müller cell dysfunctions that worsen with age (including sustained reactive gliosis and glutamate recycling defects). Ultimately, old *Yap* cKO mice start exhibiting RGC loss. We also provide a list of early-deregulated genes (including direct YAP target genes) that could contribute to the observed phenotype. Altogether our results reveal that *Yap* cKO mice harbor many of the important features observed in glaucomatous patients with uveitis. YAP is now recognized as a crucial mediator of eye development, homeostasis and disease [10, 44, 45]. Besides its major functions as a cell-autonomous regulator of key cellular processes (proliferation, differentiation, apoptosis…), YAP also acts at the level of the tissue structure by bridging extracellular matrix changes to the cell through its mechanosensory activity [46], and by contributing to the establishment and maintenance of cellular junctions within epithelia [47]. It is thus important to stress out that the conditional deletion of *Yap* probably results in profound changes within surrounding tissues, through deregulation of local microenvironments. In line with this, our RNAseq analysis suggests a major disorganization of the ECM within *Yap* cKO retinas, which precedes the onset of the retinal glaucomatous phenotype. Noteworthy, we identified FN1 as being the most significant hub, a trait reminiscent of the observed situation in the trabecular meshwork of glaucomatous patients [40]. Since *Fn1* is a direct transcriptional YAP target, it would be worth investigating whether the increase of FN1 in glaucomatous patients is due to a deregulation of YAP.

**Fig. 8:**
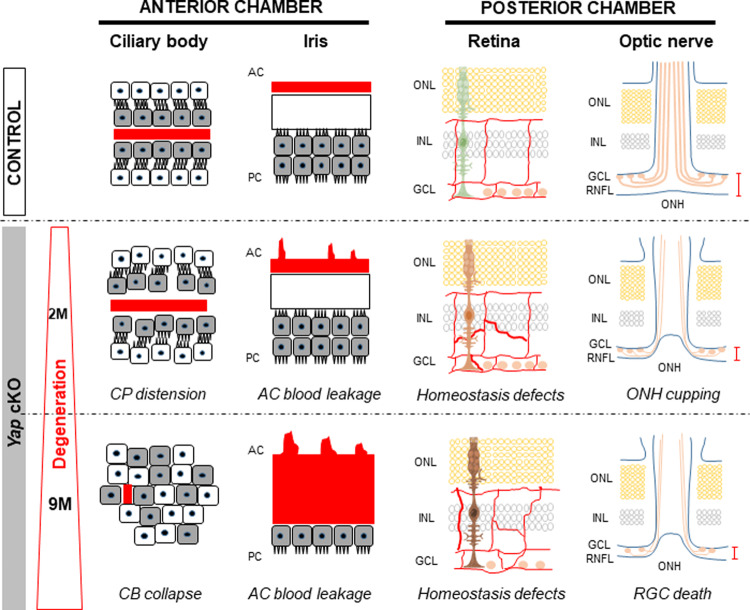
Uveitic Glaucoma-like features in *Yap* cKO mice. *Yap* deletion in both Müller glia and NPE cells of the ciliary body leads to defects in homeostatic key functions. This eventually results in the development of a glaucoma-like phenotype. Within the anterior chamber, *Yap* cKO mice harbor breakdown of the blood-aqueous barrier starting by 2 months (2 M) of age at the iris level, and distension of ciliary processes. The ciliary body then further degenerates until complete collapse at 9 months (9 M) of age. At the retinal level, early defects include downregulation of Müller cell proteins like GS, vascular defects, and optic nerve head deformation. This is followed along with aging by reactive gliosis, deregulation of glutamate homeostasis and RGC death. AC anterior chamber, CB ciliary body, CP ciliary processes, GCL ganglion cell layer, INL inner nuclear layer, ONH optic nerve head, ONL outer nuclear layer, PC posterior chamber, RGC retinal ganglion cells, RNFL retinal nerve fiber layer.

In the anterior chamber, the deletion of *Yap* in NPE cells results in ciliary body defects that worsen with age. The early ciliary process distension we observed is indicative of cell-cell contact rigidity loss and is consistent with the known requirement of YAP in cellular junction integrity [47–49]. This is followed by progressive embedment of NPE cells inside the collapsed ciliary body. It was previously shown that gap junction integrity between NPE cells and the pigmented epithelial cells is necessary for the control of IOP [50]. Of note, although both *Yap* cKO males and females harbored collapsed CB, only the latter exhibited enhanced IOP values. Noticeably, such gender-specificity IOP defects have already been described in the DBA/2J model, a model resulting from mutations in two genes expressed in the iris and the ciliary body, *Gpnmb* and *Tyrp1* [23, 24]. In this model, the IOP increases earlier (around 6 months compared to 8 months) and remains higher for a longer period of time in females than in males [23, 25]. Future studies should explore the underlying factors contributing to this gender disparity in both DBA/2J and *Yap* cKO mice. Apart from the alteration of the optic nerve head, the phenotypic evolution of *Yap* cKO eyes resembles the one observed in DBA/2J mice on several other aspects. In both cases, disruption of the iridal BaB precedes the complete collapse of the ciliary body [23, 24]. Since in our model, *Yap* is not deleted in the iris, the observed blood leakage is likely an indirect consequence of NPE dysfunction. Based on the intimate topological connection between the iris and the ciliary body, an attractive hypothesis would be that mechanical perturbations generated by the disruption of NPE integrity might be transmitted through the iris stroma to the endothelial cell layer, eventually leading to iridal vascular damage.

At the neuroretinal level, *Yap* cKO mice harbor several defects that likely contribute to their glaucoma-like phenotype. In particular, we observed loss of retinal blood vessel integrity, as well as Müller cell dysfunctions related to water clearance, ion transport, and glutamate recycling. Deregulation of these essential intertwined pathways starts early in *Yap* cKO retinas as inferred by our whole transcriptome analysis, and it is expected to compromise retinal homeostasis. 

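No transcripts are named for these pathways at this point, and the genes given here are those of Müller cell proteins that the paper studies or discusses. The potassium channel gene *Kcnj10* (ENSMUSG00000044708, chromosome 1 of GRCm38, 172341210 to 172374085) had 72.0 ± 7.68 TPM (SD, n = 3) in control and 91.1 ± 6.18 TPM (SD, n = 3) in *Yap* cKO retinas, a log2 fold change of 0.28 (standard error 0.086, adjusted p = 0.126 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The water channel gene *Aqp4* (ENSMUSG00000024411, chromosome 18, 15389496 to 15410982) had 83.1 ± 12.0 and 67.8 ± 14.1 TPM, a log2 fold change of -0.35 (standard error 0.14, adjusted p = 0.191 from the same test), with overlapping groups. The glutamine synthetase gene *Glul* (ENSMUSG00000026473, chromosome 1, 153899944 to 153909723) had 3017 ± 118 and 2711 ± 259 TPM, a log2 fold change of -0.21 (standard error 0.082, adjusted p = 0.185 from the same test). The glutamate transporter gene *Slc1a3* (ENSMUSG00000005360, chromosome 15, 8634124 to 8710764) had 121 ± 8.66 and 130 ± 10.2 TPM and a log2 fold change of 0.05 (standard error 0.077, adjusted p = 0.745 from the same test). The direction for *Slc1a3* reversed with the correction for gene length (-0.075) and without *Yap* cKO YR711 (-0.012). For *Glul* and *Slc1a3*, 1 other annotated gene overlaps on the same strand. *Gfap* had a log2 fold change of -0.33 (standard error 0.19, adjusted p = 0.333 from the same test). When 1 retina was left out, the log2 fold change ran from -0.50 to -0.14 for *Gfap* and from -0.51 to -0.24 for *Aqp4*. None of these 5 genes was called with any retina left out or under any other setting that was run. An adjusted p of at most 0.05, with a fold change below the minimum, was reached by *Aqp4* with no filter on low counts (0.0101) and by the likelihood ratio test with length-corrected offsets (0.0256), by *Gfap* with no filter on low counts (0.0264) and by *Kcnj10* without control YR613 (0.0419). The unadjusted p of edgeR's quasi-likelihood test was under 0.05 for *Kcnj10*, *Glul* and *Aqp4*.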

The water transport is linked to ion fluxes and thereby contributes to neuro-glial communication and neuronal electrical activity. In particular, the coupling of AQP4 with potassium channels like Kir4.1 ensures the establishment of proper K^+^ gradients that are crucial for RGCs physiology [51, 52]. The decreased expression of both proteins observed in aged *Yap* cKO Müller glia may thus participate in the onset of RGCs degeneration. Glutamate homeostasis disruption probably represents another important contributor to RGC death. Indeed, under healthy conditions, Müller glia ensures glutamate recycling through its uptake and subsequent transformation into either glutamine, to fuel neurons, or glutathione antioxidant [32]. The altered glutamate to glutamine ratio exhibited by *Yap* cKO retina probably originates from the downregulation of glutamine synthetase expression, and from the altered expression of key glutamatergic genes, that occurs as early as two months of age. We did not observe elevated levels of glutamate in retinal extracts, but we do not exclude that free glutamate might be increased due to impaired reuptake. This function is ensured by the Glutamate-Aspartate Transporter (GLAST) expressed in Müller glial cells. Since its activity is highly dependent on potassium buffering by the Kir4.1 channel [53], it might thus be affected by the severe decreased expression of this protein in aged *Yap* cKO retinas. Under this hypothesis, glutamate reuptake may not be optimal and could therefore contribute to local excitotoxicity and eventually RGC death. Of note, such a decreased Müller cell expression of Kir4.1 has been described in glaucomatous patients [54]. Finally, a growing wealth of clinical data supports the role of vascular dysfunction in certain cases of glaucoma [31]. However, as most clinical studies have been performed in well-advanced glaucomatous patients, it remains unclear whether these vascular defects occur before RGC death, or whether they are a consequence of their degeneration. In *Yap* cKO mice, we observed that RGC loss is not only preceded by reactive gliosis but also by the appearance of severe retinal vascular defects. These might affect RGC survival by inducing ischemia and subsequent oxidative stress. *Yap* cKO mice could therefore represent a useful tool for identifying the chain of events leading to such neuro-glia vascular unit dysfunctions and help to better apprehend how the interplay between different stressors leads to RGC degeneration.

Glaucoma is multifactorial and therefore involves multiple and intermingled mechanisms. No uveitis and/or glaucoma model will thus recapitulate the full spectrum of clinical features described in patients [55]. Nonetheless, *Yap* cKO mice offer the dual advantage of providing both a model of uveitis in young individuals, and a model for deciphering the mechanisms that progressively lead to RGC death along with age. In particular, the similarities we highlight between *Yap* cKO mice and uveitic patients in terms of ciliary body defects support the use of *Yap* cKO mice as a relevant model to study the mechanisms underlying ciliary body degeneration. This is of utmost importance considering the high prevalence (around 20%) of glaucoma complications among patients with uveitis [56] and the lack of early diagnosis biomarkers [57]. We believe that *Yap* cKO mice could help identifying such biomarkers, thereby allowing a better management of glaucomatous patients.

Several genes associated with diverse types of glaucoma were identified in our retinal RNAseq analysis, reinforcing the fact that the *Yap* cKO phenotype bears strong similarities with the human pathology. Our mouse line thus offers a complementary model to the gold standard congenital glaucoma DBA/2J mice. Importantly, the targeted deletion of *Yap* in the CB and Müller cells avoids lethal systemic complications, such as cardiac calcification or aortic aneurism, which are observed in 22% of DBA/2J mice [58]. Nevertheless, some limitations remain. First, the deletion of *Yap* in two different cell types, precludes the unambiguous attribution of a phenotypic trait to the dysfunction of one or the other tissue. Development of Müller glia- or CB-specific cKO models is now required for a better understanding of the cause-and-effect relationships. Second, although the vast majority of *Yap* cKO glaucoma features are consistent from one mouse to another, IOP measurements were highly variable in the colony. This variability is inherent to the tonometer usage and has also been observed in the DBA/2J colony, with fluctuations in terms of onset and amplitude [59–61]. Therefore, the IOP analysis should be reinforced in future experiments using intracameral measurements. Finally, it would be insightful to monitor RGC function by evaluating the optic nerve head component of visual function through second-order kernel response determination by electroretinography [62].

In conclusion and despite the aforementioned limitations, our data bring the first experimental evidence pointing to YAP as a key player in glaucoma pathogenesis. They also highlight *Yap* cKO mice as a preclinical model that might prove useful to elucidate how anterior uveitis may favor glaucoma development, and to investigate in the glaucomatous phase, how glial and vascular perturbations ultimately result in RGC death. More importantly, this model can offer a new opportunity to test therapeutic approaches targeting this disease.

## Materials and methods

### Animals

*Yap*^*flox/flox*^ and *Yap*^*flox/flox*^;*Rax-CreER*^*T2*^ mice [16] were kept at 21 °C, under a 12-hour light/12-hour dark cycle, with food and water supplied *ad libitum*. Cre recombinase activity was induced through a double intraperitoneal injection of 4-hydroxytamoxifen (4-OHT; 1 mg) at P10 and P14. Of note, the entire progeny was injected with 4-OHT with genotype blinding at the time of injection. Genotyping was performed on tail snip genomic DNA as previously described [16]. Genotypes and genders of littermates fit with the expected fifty/fifty ratios. No randomization and no blinding were used. Sample size was chosen to ensure adequate power of statistical tests.

### Retinal dissection

The eyes of sacrificed animals were rapidly enucleated and dissected in Hank’s balanced salt solution (HBSS, Fisher Scientific, Illkirch Graffenstaden, France). A hole was done with a 33-gauge needle just below the ora serrata. Scissors were inserted horizontally, and a cut was performed all the way below the ora serrata to separate the anterior chamber from the posterior one. The lens was gently removed with forceps and the retina was picked up at the basis of the optic nerve and immediately frozen until further experiments.

### RNA sequencing

#### RNA extraction and library preparation

Whole transcriptome analysis was performed on three independent biological replicates from 2-month-old control (*Yap*^*flox/flox*^) and *Yap* cKO (*Yap*^*flox/flox*^*;RaxCre*^*ERT2*^) retinas. Harvested retinas were snap frozen before RNA extraction using the RNeasy Mini Kit (Qiagen). RNA quality and quantity were evaluated using a BioAnalyzer 2100 with RNA 6000 Nano Kit (Agilent Technologies). Stranded RNA-Seq libraries were constructed from 100 ng of high-quality total RNA (RIN > 8) using the TruSeq Stranded mRNA Library Preparation Kit (Illumina). Paired-end sequencing of 40 bases length was performed on a NextSeq 500 system (Illumina).

#### Bioinformatical analysis

Pass-filtered reads were mapped using STAR and aligned to mouse reference genome GRCm38.94 [63]. Count table of the gene features was obtained using FeatureCounts [64]. Normalization, differential expression analysis and TPM (Transcripts Per Million) values were computed using EdgeR [65]. An FDR of less than or equal to 0.05 was considered significant. A cutoff of 1.5 for fold change and a minimum expression of 5 TPM in one experimental group were applied to filter out differentially expressed genes. 

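Applied to the quasi-likelihood test of edgeR, these criteria acted as follows. Unadjusted p-values were under 0.05 for 3549 genes. After Benjamini-Hochberg adjustment, 83 genes were higher and 164 were lower in *Yap* cKO retinas. The fold change minimum removed 56 genes and left 191. The TPM minimum then removed 59 genes, of which 13 were higher and 46 were lower in *Yap* cKO retinas. A mean TPM of at least 5 in 1 group was reached by 12216 of the tested genes.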

Comprehensive gene list analysis, enriched biological pathways and gene annotation, were based on the Gene Ontology classification using Metascape [66]. Data visualization was done using GOplot R package [67]. Additionally, the list of deregulated genes (DEGs) in our *Yap* cKO dataset was compared to the list of DEGs in a RNAseq DBA/2 J dataset (comparison of 3-month-old C57BL/6 J and DBA/2 J retinas, GSE127942 [68]), and to the list of YAP direct target genes retrieved from the Harmonizome database (inferred from integrating genome-wide ChIP-X experiments) [37, 69]. The protein-protein interaction network was constructed using the String database of known and predicted protein-protein interactions, with the highest confidence score ≥ 0.9 [70]. The open-source software Cytoscape version 3.10.1 (https://www.cytoscape.org) was used to determine the node degree for each DEGs.

### Histology and immunofluorescence

Immunostaining on sections was performed using standard procedures [16]. Briefly, enucleated eyes were fixed in chilled 1X PBS, 4% paraformaldehyde (PFA) for 20 min at 4 °C. A hole was done with a 33-gauge needle at the ora serrata and the eyes were fixed for another 30 min in PFA. Fixed samples were dehydrated, embedded in paraffin, and sectioned with a Microm HM 340E microtome (Fisher Scientific). Antigen unmasking treatment was done in boiling heat-mediated antigen retrieval buffer (10 mM sodium citrate, pH 6.0) for 20 min. Section permeabilization was performed in PBS 0.3% Triton X-100 for 7 min at RT. All primary and secondary antibodies are listed in Supplementary Table S3. Nuclei were counterstained with DAPI (1 mg/ml, Fisher Scientific) for 10 min.

For NEFL immunostaining on flat-mounted retinas, retinas were dissected in HBSS and all the vitreous was removed to optimize antibody binding. The retinas were then fixed in 4% PFA for 20 min, washed with PBS, and permeabilized/blocked in DAKO diluent (Agilent, Les Ulis, France) containing 0.5% Triton X-100 for 7 min at RT. The same solution was used for incubation in primary and secondary antibodies. Four radial incisions were then made in the retina to create a petal shape and allow flat mounting with ganglion cells facing up.

### Imaging

Fluorescence and brightfield images of paraffin-embedded eye sections were acquired using an ApoTome-equipped AxioImager.M2 microscope. Image processing was performed using Zen (Zeiss, Rueil Malmaison, France), and ImageJ softwares [71]. The same magnification, laser intensity, gain, and offset settings were used across animals for any given marker. Ultrasound biomicroscopy images were acquired using a Reflex UBM (Reichert Technologies, München, Germany).

### Western blot

Western blot was performed on proteins extracted from a single retina [16]. Between seven and sixteen individuals were tested per condition. Harvested retinas were snap frozen before lysis in 80 μL P300 buffer (20 mM Na_2_HPO_4_; 250 mM NaCl; 30 mM NaPPi; 0.1% Nonidet P-40; 5 mM EDTA; 5 mM DTT) and protease inhibitor cocktail (Sigma-Aldrich, Saint-Quentin Fallavier, France). Protein content was measured using the Lowry protein assay kit (DC Protein Assay; Bio-Rad, Marnes-la-Coquette, France). Homogenates were sonicated and centrifuged for 15 min at 5 000 g, and then 10 μg of the supernatant were subjected to SDS-PAGE, as previously described [12]. Western blots were then conducted using standard procedures. Primary and secondary antibodies are listed in Supplementary Table S3. Antibody binding was revealed by the Enhanced Chemiluminescence System (Bio-Rad) on X-Ray film (Sigma-Aldrich). Each sample was probed once with anti-α-tubulin antibody for normalization. Quantification was done using ImageJ software [71]. All original western blot gels are depicted in Supplementary Fig. 4.

### Measurement of the Glutamate-to-Glutamine ratio by liquid chromatography coupled to high-resolution mass spectrometry (LC-HRMS)

Retinas were resuspended in 170 µL of ultrapure water and then sonicated 2 times for 10 s using a sonication probe (Vibra cell, Fisher Scientific). At this step, 20 µL of each sample were withdrawn for total protein concentration determination (Pierce BCA Protein Assay Kit, Fisher Scientific). Then, we added to the remaining lysate 350 µL of methanol and 10 μL of an internal standard mixture containing 50 µg/mL of ^13^C_5_-glutamine (Eurisotop, Saint-Aubin, France) and ^13^C_5_-glutamic acid (Sigma-Aldrich). Following a 1.5-hour incubation on ice, cell debris were removed by centrifugation for 15 min at 4 °C and 20 000 g. The resulting metabolic extracts were dried under a stream of nitrogen using a TurboVap instrument (Fisher Scientific) and stored at −80 °C until analysis. Dried extracts were dissolved in 30 μL of mobile phase A (see below), sonicated, vortexed, and mixed with 70 µL of mobile phase B, sonicated and vortexed again before a final centrifugation step at 4 °C for 5 min at 20,000 g. The resulting supernatants were then transferred into vials for analysis by LC-HRMS.

LC-HRMS quantification of glutamine and glutamic acid was performed using a Dionex Ultimate chromatographic system (Fisher Scientific) coupled to a Q-Exactive Plus mass spectrometer (Fisher Scientific) equipped with an electrospray ion source. The mass spectrometer was externally calibrated before each analysis according to the manufacturer’s instructions. Chromatographic separation was performed on a Sequant ZIC-pHILIC column (5 μm, 2.1 × 150 mm; Merck, Fontenay-sous-Bois, France) maintained at 45 °C. Mobile phase A consisted of an aqueous buffer of 10 mM of ammonium acetate, while mobile phase B was made of 100% acetonitrile. Chromatographic elution was achieved at a flow rate of 200 μL/min. After injection of 10 μL of the sample, elution started with an isocratic step of 2 min at 30% A, followed by a linear gradient from 30 to 60% of phase A during 5 min. The chromatographic system was then rinsed for 5 min at 0% B, and the run ended with an equilibration step of 8 min. The column effluent was directly introduced into the electrospray source of the mass spectrometer, and analyses were performed in the negative ion mode. Source parameters were as follows: capillary voltage, -2.5 kV; capillary temperature, 350 °C; sheath gas and auxiliary gas pressures set at 35 and 10 arbitrary units, respectively. The detection was performed from m/z 50 to 600 at a resolution of 70 000 (full width at half-maximum at m/z 200) using an AGC target of 1e6 and a maximum injection time of 250 ms. Glutamine and glutamic acid were detected as deprotonated [M-H]- species at m/z 145.0618 and m/z 146.0458, and elute at 4.7 and 4.8 min, respectively. Both entities were quantified by isotope dilution using their corresponding ^13^C-labeled homologs as internal standards and concentrations expressed as µg of glutamine or glutamic acid per gram of total proteins.

### Measurement of intraocular pressure (IOP)

IOP was measured in both eyes with a rebound tonometer (Tono-Lab, Icare Tonovet, Vantaa, Finland) [72] on 6- and 9-month-old awakened mice. At each time point, 18 consecutive readings were made for each eye and averaged. To limit fluctuations of the IOP due to the circadian rhythm, we always measured IOP in the morning [72].

### Retinal and anterior chamber angiography

Mice were anesthetized with an intraperitoneal injection of ketamine (90 mg/ kg, Merial) and xylazine (8 mg/kg, Bayer, MüllerStrasse, Berlin, Germany). Fluorescein angiography was performed by injecting 150 μL dextran-conjugated fluorescein (25 mg/ml final, molecular weight [MW] 10 000) into the vein tail of anesthetized mice. Images were taken for up to 5 min post-injection after pupil dilation by topical application of tropicamide (0.5%) and phenylephrine (2.5%) for retinal images, or without pupil dilation for anterior chamber images, using a Micron IV retinal imaging microscope (Phoenix Research Labs, Pleasanton, California, USA).

### Optic coherence tomography (OCT)

Mice were anesthetized with an intraperitoneal injection of ketamine (90 mg/ kg, Merial, Lyon, France) and xylazine (8 mg/kg, Bayer). Pupils were dilated by topical application of tropicamide (0.5%) and phenylephrine (2.5%). OCT was performed using the R2200 Spectral Domain OCT system Imaging System (Bioptigen, Leica Microsystems, Nanterre, France). For optic nerve head imaging, a general mouse OCT lens was used with a reference arm set to 1 020. A rectangular volume analysis was performed, using 33 consecutive B-scans lines, each one composed of 1000 A-scans and three frames. The volume diameter was 1.4 mm.

### Ultrasound biomicroscopy (UBM)

To visualize the anterior chamber angle including the ciliary body and ciliary processes, a UBM examination was performed in patients in the supine position, by one operator, in mesopic conditions, after topical anesthesia with oxybuprocaine hydrochloride (Anestocil®) with a Reflex UBM (Reichert Technologies). The plastic shell was preferred to prevent globe distortion, and immersion was accomplished with distilled water and Hypromellose with Carbomer 980 (Genteal Tears, Alcon, Vernier-Geneva, Switzerland) applied along the shell´s interior rim to keep the bath sealed. Patients were instructed to gaze straight ahead at one point in the ceiling to acquire as close as possible the axial sections. For transverse sections, patients were asked to gaze in the opposite direction of the meridian under observation, and the ultrasound probe was placed over the latter with its marker towards up or nasally for a transverse swipe. Pathology photographs were obtained with the verbal consent of the patients and de-identified afterwards.

### Statistics

All data were analyzed using GraphPad Prism version 8.3 for Windows (GraphPad Software, La Jolla California USA; www.graphpad.com). Since Gaussian distribution did not prove true (Shapiro-Wilk test) for all datasets, comparisons involving two unpaired groups were analyzed using the non-parametric two-tailed Mann-Whitney test. A *p* value < 0.05 was set as the basis for rejecting the null hypothesis. Sample sizing is depicted in the figure legends.

### Supplementary information

Supplemental Figure 1

Supplemental Figure 2

Supplemental Figure 3

Supplemental Figure 4

Supplemental Table S1

Supplemental Table S2

Supplemental Table S3

## Data Availability

The raw RNA sequencing data are freely accessible in the Gene Expression Omnibus (GEO) database under the accession number GSE251685. The full list of DEGs (FDR ≤ 0.05, FC ≥ 1.5, TPM ≥ 5), and the Gene Ontology analysis are available in the supplemental material of the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

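The data are gene counts from retinas of 2-month-old mice, 3 of control animals (*Yap* flox/flox; YR612, YR613 and YR615) and 3 of *Yap* cKO animals (YR711, YR713 and YR714). Genotype, animal codes and the days of induction were taken from the sample labels, and the age from the paper's methods. The authors aligned stranded paired-end reads to GRCm38 with STAR and counted fragments on exons, per gene, with featureCounts 1.6.2 and strand setting 2. The header of the count table names release 98 of the gene annotation. The values are counts without normalization, 1 column per retina, and the same table gives each gene's exonic length. It lists 55421 genes, of which 55154 received a symbol from the reference annotation and 267 kept their identifier. Start and end were the same in both annotations for 54899 genes. No other kind of file was analysed here, and the DBA/2J data, the Harmonizome list, the Gene Ontology enrichment and the interaction network were not analysed here.

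Total counts per retina ranged from 24261799 to 35067068. TMM factors lay between 0.986 and 1.02. The counting error of single genes enters the tests through the negative binomial model, whose common dispersion was 0.0126. Where the 3 retinas of a group held at most 3 counts each, a fold change is given only as a bound computed against 3 counts.

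Tests used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were filtered with filterByExpr by group, normalized by TMM and tested with edgeR's quasi-likelihood test, *Yap* cKO against control, with Benjamini-Hochberg adjustment over the 16575 genes tested. The criteria of the paper's methods were applied: an adjusted p of at most 0.05, a fold change of at least 1.5 and a mean TPM of at least 5 in 1 of the groups. The paper's text names edgeR but neither which of its tests was used nor the filter that came before it. Standard errors of log2 fold changes were derived from the log2 fold change and the F statistic. TPM values were computed from the counts and exonic lengths. No covariate was fitted in the main comparison, since the labels and the paper name no batch, litter or sex.

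The following choices were fixed before the data were examined. They were the test and its criteria, the gene lists, the rule for the genes named in the text, and 23 alternatives: other size factors (median ratio, library size only, upper quartile), other tests (DESeq2's Wald test, edgeR's likelihood ratio and exact tests, limma-voom), no filter on low counts or a filter on CPM, other minimums for TPM, fold change and adjusted p, offsets corrected for gene length or GC content, and each retina left out in turn. The corrections fitted a loess curve with span 0.3 of relative expression against length or GC content in each retina. Likelihood ratio tests with length-corrected offsets and a fit with sex as a covariate, with sex read from *Xist* and *Ddx3y*, were added later, as were the gene lists under further settings. The rule named every gene of the paper's RNA-seq text and of Fig. 7B to 7E (1 of which is not reported here), the genes of the proteins studied, and the 5 largest fold changes in each direction among differentially expressed genes whose retinas do not overlap between the groups.

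In all, 23 lists of marker genes were scored in single retinas on log2 CPM with a prior count of 2. The lists were tested with camera (preset correlation 0.01) on the log2 CPM and weights of voom. Alternatives were fry and camera under an estimated correlation, and Benjamini-Hochberg adjustment ran over the lists. They cover Müller glia, retinal ganglion cells, rods, cones, bipolar, amacrine and horizontal cells, astrocytes, microglia, endothelial cells, pericytes, oligodendrocytes, ciliary body non-pigmented epithelium, melanin pigment cells, retinal pigment epithelium, connective tissue fibroblasts, lens, cornea and skin epithelium, red blood cells, immediate early genes, the circadian clock, sex-linked genes and YAP/TAZ targets. The gene lists of Fig. 7 were chosen by the study on the same samples and were given no set test. The 10 ways to split the 6 retinas into 3 and 3 were each tested like the real comparison.

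The steps were tested on simulated data. With 200 changed genes among 16583 tested, the quasi-likelihood test with the same criteria called 198 of the changed genes and 0 others. These changes were at least 2-fold, in genes with a mean TPM of at least 5. Dispersions lay on the fitted trend, and no length trend was added at this step. The likelihood ratio test also called 198 there, but 291 against 132 in the real data. The simulation therefore does not give the error rates for the real data. A length trend added to simulated counts gave a Spearman's rho of 0.311 between log2 fold change and length, which fell to 0.0025 with the correction. Of 20 lists of unchanged genes, 0 were called. The simulated genes varied independently of each other, whereas the estimated correlation was 0.574 in the real list of retinal pigment epithelium. The simulation therefore does not give the rate of false calls for lists whose genes vary together.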

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

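All tests of explanations in this part were chosen after the results were seen. *Serpine3*, *Pde10a*, *Shc3* and *Stc2* are singled out because they have the largest increases after *Oxtr* among the differentially expressed genes and the paper's text does not discuss them. *Serpine3* (ENSMUSG00000091155, chromosome 14 of GRCm38, 62663667 to 62692243) had a log2 fold change of 2.09 (standard error 0.26, adjusted p = 0.00671 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 15.3 ± 2.85 TPM (SD, n = 3) to 67.5 ± 26.0 TPM. *Pde10a* (ENSMUSG00000023868, chromosome 17, 8525372 to 8986648) had one of 1.64 (standard error 0.14, adjusted p = 0.000968 from the same test), from 5.10 ± 0.626 to 16.5 ± 3.12 TPM. For *Shc3* (ENSMUSG00000021448, chromosome 13, 51431041 to 51569487) it was 1.36 (standard error 0.24, adjusted p = 0.0314 from the same test), from 3.10 ± 1.13 to 8.22 ± 1.98 TPM. For *Stc2* (ENSMUSG00000020303, chromosome 11, 31357307 to 31370074) it was 1.33 (standard error 0.27, adjusted p = 0.0451 from the same test), from 2.10 ± 0.124 to 5.46 ± 1.96 TPM. In each gene all *Yap* cKO retinas lay above all control retinas. The call of *Serpine3* was lost without control YR615 (adjusted p = 0.0548, log2 fold change 1.94). *Shc3* was not called without control YR612, control YR615 or *Yap* cKO YR713 (adjusted p = 0.153, 0.164 and 0.127). *Stc2* was not called without control YR612, control YR615, *Yap* cKO YR713 or *Yap* cKO YR714, nor by limma-voom. *Pde10a* kept its call in all 6 fits that left out 1 retina. With 3 retinas per group, single retinas were not tested for lying far from the others.

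A trend of the libraries with gene length or with GC content as the whole cause is argued against for these 4 genes. With offsets corrected for gene length 4 of the 4 were still called, and with offsets corrected for GC content 4 of the 4 were still called. The sex composition of the groups is argued against as the whole cause as well. With sex, read from *Xist* and the Y-linked genes, fitted as a covariate, the log2 fold changes of *Serpine3*, *Pde10a*, *Shc3* and *Stc2* were 2.01, 1.59, 1.37 and 1.11, at least 4.29 standard errors above 0. In that fit *Shc3* (adjusted p = 0.0556) and *Stc2* (0.0760) were not called, while *Serpine3* (0.0191) and *Pde10a* (0.00209) were. With median ratio size factors, library size only or upper quartile normalization in place of TMM, all 4 were called. For *Serpine3*, 1 other annotated gene overlaps on the same strand, and its effect on the counts was not tested. The genotype is the biological difference that the design gives, and these increases may follow from it, as a hypothesis found and tested on the same data. Litter and handling of the animals are not given and stay open.

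*Wnt7b* (ENSMUSG00000022382, chromosome 15 of GRCm38, 85535437 to 85582473) was chosen after its values were seen. It lies below the TPM minimum, is not among the differentially expressed genes and is not in the paper's list. It had 0, 4 and 1 counts in the control retinas and 49, 158 and 155 in the *Yap* cKO retinas, or 0.0486 ± 0.0626 TPM (SD, n = 3) against 3.30 ± 1.57 TPM. The log2 fold change was 5.95 (standard error 0.67, adjusted p = 0.00375 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its size rests on 5 control counts, of which 4 are from YR613, and without that retina no fold change is given because the remaining controls hold at most 1 count. The gene kept an adjusted p of at most 0.05 with each retina left out, the largest being 0.0451 without control YR615. With offsets corrected for gene length the log2 fold change was 5.94 and with offsets corrected for GC content 6.01, which argues against either trend as the cause. With sex fitted as a covariate it was 5.55 (standard error 0.54, adjusted p = 0.00289), which argues against the sex composition of the groups as the whole cause. The increase may follow from the genotype, as a hypothesis found and tested on the same data. RNA from cells that express *Wnt7b* outside the neural retina was not tested for this gene and stays open.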

How the results depend on the processing

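The likelihood ratio test with length-corrected offsets, sex of the animals as a covariate, and for the gene lists every alternative other than fry and the estimated correlation, were chosen after seeing the data. No paired analysis was possible because the animal codes of the control and *Yap* cKO retinas share no number and neither the labels nor the paper name pairs or litters. The codes of all control retinas begin with YR6 and those of all *Yap* cKO retinas with YR7. What this digit stands for is not stated, and if it follows a batch or a litter, that is fully confounded with the genotype in every comparison of the groups.

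Against 132 differentially expressed genes (35 higher and 97 lower in *Yap* cKO retinas) and 247 genes with an adjusted p of at most 0.05, the choice of test and of filter moved the counts. DESeq2's Wald test gave 263 (114 higher, 149 lower) and 892. The likelihood ratio test of edgeR gave 291 (123 higher, 168 lower) and 1025, and its exact test gave 283 (119 higher, 164 lower) and 990. With no filter on low counts the numbers were 369 (156 higher, 213 lower) and 1865, in 30129 tested genes and with infinite prior degrees of freedom for the dispersions against 5.41 with the filter. All of these settings called all 132 genes. A fold change of at least 2 left 64 (9 higher, 55 lower), and an adjusted p of at most 0.01 left 45 (9 higher, 36 lower) of 63. A mean TPM of at least 10 left 63 lower genes. Without a fold change minimum 70 genes were higher. With offsets corrected for gene length, 140 genes were called, of which 107 were among the 132, and 413 had an adjusted p of at most 0.05. With offsets corrected for GC content, 59 genes were higher, 528 had an adjusted p of at most 0.05, and 125 of the 132 genes were called. The likelihood ratio test with length-corrected offsets called 245 genes (100 higher) of 1054 and kept 109 of the 132. With sex fitted as a covariate, 110 genes were called (33 higher, 77 lower) of 151, of which 98 were among the 132. *Fn1* was not called in that fit (log2 fold change 0.78, adjusted p = 0.0548). The cause of the differences between tests was not tested.

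Across the 6 fits that each left out 1 retina, the number of differentially expressed genes ran from 38 (without control YR615) to 516 (without control YR613). Higher genes ran from 6 to 352, lower genes from 32 to 232, and genes with an adjusted p of at most 0.05 from 49 to 1490. Leaving out 1 retina also leaves fewer samples, but that alone does not account for the larger counts, whose relation to gene length is given with the other observations. Median ratio size factors, library size only, upper quartile normalization, limma-voom, the CPM filter, no TPM minimum and a TPM of at least 5 in every retina of 1 group kept the total within 1.5 times the count of 132.

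*Yap1* kept its direction and call in all other settings. With a mean TPM of at least 10 it was not called, at the same log2 fold change of -1.36, because its control mean is 9.61 TPM. The number of gene lists with an adjusted p of at most 0.05 was 5. It was 0 with an estimated correlation, where 2 had an unadjusted p under 0.05, and it ran from 4 to 8 over the fits that left out 1 retina (8 without control YR615). Spearman's rho between gene length and log2 fold change, 0.391, was 0.518 in genes with a mean TPM of at least 5 and ran from 0.308 to 0.440 over the fits that left out 1 retina.

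Of the values of 61 single genes, 1301 of 1525 kept their direction and their side of the threshold, 129 became weaker, 79 became stronger and 16 reversed. For the 23 gene lists these numbers were 266 of 299, 11, 10 and 12. Every reversal among single genes was in a gene that was not called. *Slc1a3* (0.05) was -0.075 with offsets corrected for gene length, in the quasi-likelihood and the likelihood ratio test alike, and ran from -0.012 to 0.077 over the fits that left out 1 retina. *Pou4f1* (0.03) and *Nefl* (0.02) were -0.012 and -0.023 with upper quartile normalization, and *Nefl* ran from -0.038 to 0.087 when 1 retina was left out and was -0.032 with sex as a covariate. *Rbpms* (-0.05) ran from -0.090 to 0.0060. *Tead1* (0.08) was -0.15 with length-corrected offsets in both tests and ran from -0.035 to 0.24, and *Tead3* (-0.03) was 0.049 with offsets corrected for GC content and 0.0025 with sex as a covariate and ran from -0.15 to 0.10. Among the median log2 fold changes of the lists, retinal ganglion cells (0.02) were -0.029 with upper quartile normalization and ran from -0.032 to 0.074 when 1 retina was left out. Microglia (-0.13) were 0.0098 with length-corrected offsets and ran from -0.22 to 0.027. The circadian clock (0.09) was -0.022 with length-corrected offsets and ran from -0.0064 to 0.13. Pericytes ran from -0.18 to 0.013, cornea and skin epithelium from -0.61 to 0.32 and immediate early genes from -0.31 to 0.027. The cause of these reversals was not tested.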

Differences from the paper's values

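The paper reports 276 differentially expressed genes, and 132 were found here. Its Table S1 lists 110 genes as higher and 166 as lower in *Yap* cKO retinas, against 35 and 97 here. Of the alternatives set before the data were examined, DESeq2's Wald test (263), the likelihood ratio test of edgeR (291), its exact test (283), no filter on low counts (369), no TPM minimum (191) and no fold change minimum (188) brought the total within 1.5 times the paper's 276, and the others did not. For the higher genes, DESeq2's Wald test (114), the likelihood ratio test (123), the exact test (119) and no filter on low counts (156) came within 1.5 times the paper's 110, and the others did not. For the lower genes, upper quartile normalization (120), DESeq2's Wald test (149), the likelihood ratio test (168), the exact test (164), no filter on low counts (213), no TPM minimum (143), no fold change minimum (118), offsets corrected for GC content (119), leaving out control YR613 (164) and leaving out *Yap* cKO YR714 (232) came within 1.5 times the paper's 166, and the others did not. The likelihood ratio test with length-corrected offsets, chosen after seeing the values, gave 245 genes, 100 higher and 145 lower.

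The log2 fold changes (9 compared) and mean TPM values (18 compared) of the genes taken from Table S1 did not differ. Of the paper's 276 genes, DESeq2's Wald test called 237, the likelihood ratio test 268, the exact test 265 and no filter on low counts 271. *Gm19426*, chosen after its values were seen, was called here (log2 fold change -1.54, adjusted p = 0.0347 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and is not in Table S1.

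The paper counts *Grin2a*, *Grin2b*, *Tnr*, *Unc5b*, *Thbs1*, *Ccn1*, *Bmp4*, *Loxl1*, *Mfap4*, *Scx* and *Tyrp1* among its differentially expressed genes, and none of these was called here, with adjusted p-values of 0.0634, 0.110, 0.0813, 0.0645, 0.109, 0.0624, 0.127, 0.0885, 0.0917, 0.105 and 0.0904 in that order from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All were called by the likelihood ratio test, by the exact test and with no filter on low counts, and all but *Mfap4* and *Scx* by DESeq2's Wald test. Offsets corrected for GC content called *Grin2a*, *Tnr*, *Unc5b*, *Ccn1* and *Loxl1*, and limma-voom called *Mfap4*. Leaving out control YR613 called *Grin2a*, *Grin2b*, *Tnr*, *Unc5b*, *Ccn1*, *Loxl1* and *Mfap4*. Leaving out *Yap* cKO YR714 called *Grin2a*, *Grin2b*, *Tnr*, *Ccn1*, *Bmp4*, *Loxl1*, *Mfap4* and *Scx*, leaving out *Yap* cKO YR711 called *Unc5b*, and leaving out *Yap* cKO YR713 called *Mfap4* and *Tyrp1*. The likelihood ratio test with length-corrected offsets, chosen after seeing the values, called *Unc5b*, *Thbs1*, *Ccn1*, *Bmp4*, *Loxl1*, *Mfap4* and *Tyrp1*. Sex of the animals as a covariate, also chosen after seeing the values, called *Tnr* and *Ccn1*. None of the other settings that were run called any of these genes.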

Other observations

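The tests of the other splits of the retinas for the number of differentially expressed genes, of gene length for the calls of the higher genes, of carry-over of neighbouring tissue and of the sex-linked genes were decided before the results were seen, and all other tests in this part were chosen after.

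Of the 10 splits of the 6 retinas into 3 and 3, 2 gave at least as many differentially expressed genes as the real one, itself included, and 2 gave at least as many genes with an adjusted p of at most 0.05. The other split sets control YR612, control YR615 and *Yap* cKO YR714 against control YR613, *Yap* cKO YR711 and *Yap* cKO YR713, and gave 161 genes, none of them among the 132 of the real split, with 878 genes at an adjusted p of at most 0.05. Of the remaining splits, the one that follows *Xist* gave 5 genes, and the others gave 0 (between 100 and 590 genes at an unadjusted p under 0.05). For Spearman's rho between gene length and log2 fold change, 2 of the 10 splits gave as large a value, the real one with 0.391 and the same other split with 0.504. For the number of gene lists called, 5 of the 10 splits gave at least as many. With 3 retinas against 3 the real split can be at best 1 of 10, so chance cannot be excluded by this count.

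In the other split, the length trend of the libraries is a candidate explanation. Correcting the offsets for gene length left that split with 0 genes by the quasi-likelihood test (2980 at an unadjusted p under 0.05, against 4453 without correction). With offsets corrected for GC content it also gave 0 (3818 at an unadjusted p under 0.05), but rho with gene length stayed at 0.450. With so many genes at a small unadjusted p, a count of 0 does not show that the pattern was removed. These counts therefore do not settle which trend, if either, lies behind it. The real split gave 140 and 178 genes with the same corrections. By the likelihood ratio test the other split gave 269 genes, and 107 remained in number after the length correction, which argues against gene length as the whole cause there.

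The higher genes are long (median exonic length 5888 bases in the 35 genes) and the lower genes short (2804 bases in the 97 genes), against 4132 bases for all tested genes. After the correction for gene length, 24 of the 35 higher and 83 of the 97 lower genes were still called, which argues against a length trend of the libraries as the whole cause of these calls. It does not argue against such a trend as the cause of the lengths. After that correction the 40 genes called higher had a median length of 4312.5 bases, near that of all tested genes, which is consistent with a length trend of the libraries behind the length of the higher genes. An effect of the genotype that follows gene length would be removed by the correction too and stays open. The 100 genes called lower had a median length of 3255.5 bases, still below that of all tested genes, and for them neither explanation is settled. The GC content of the genes is argued against as the whole cause by the 125 of 132 genes that were still called after correction for it. Both trends run within the groups as well as between them, and a difference in RNA quality between retinas was not tested.

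More genes were called without control YR613 (516, of which 68.2% were higher) or without *Yap* cKO YR714 (448, of which 48.2% were higher) than with all retinas. These retinas have the length trend that goes against the rest of their group. With offsets corrected for gene length, leaving out control YR613 gave 238 genes (52.1% higher) and leaving out *Yap* cKO YR714 gave 267 (43.4% higher), which is consistent with a part of the increase coming from the length trend. Without control YR612, control YR615, *Yap* cKO YR711 and *Yap* cKO YR713 the numbers with this correction were 57, 70, 172 and 80.

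The Y-linked genes together held more than 100 counts in control YR612, control YR613 and *Yap* cKO YR711, that is in 2 control retinas and 1 *Yap* cKO retina. In *Yap* cKO YR713 and YR714 *Kdm5d* was at 0.0289 and 0.0378 CPM and the other 3 tested Y-linked genes at 0, and *Xist* was at 97.9, 195 and 163 CPM in control YR615 and *Yap* cKO YR713 and YR714 and at most 0.0391 CPM in the others. The groups therefore differ in sex composition. With sex fitted as a covariate, 98 of the 132 differentially expressed genes were still called, all 132 kept their direction, and in 132 of the 132 the log2 fold change was more than 2 standard errors from 0, which argues against sex composition as the main source of the differentially expressed genes. Variants carried along with the *Rax-CreER T2* allele are argued against as a main source. Within 20 Mb of *Rax* lie 2 differentially expressed genes, where 1.56 are given by chance (two-sided Fisher's exact test, p = 0.670), and chromosome 18 holds 6, where 3.65 are given by chance (p = 0.184).

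*Grin2a*, *Grin2b* and *Tnr* had a median log2 fold change of 0.72, which fell to 0.45 with offsets corrected for gene length. The likelihood ratio test called 3 of the 3 genes without the correction and 0 with it, with fold changes below the minimum. The log2 fold changes that remained, 0.39 for *Grin2a* (standard error 0.10), 0.50 for *Tnr* (0.11) and 0.45 for *Grin2b* (0.12), lay at least 3.77 standard errors above 0, which argues against gene length as the whole cause. Their adjusted p-values with the correction were 0.0221, 0.00193 and 0.0181 by the likelihood ratio test and 0.0724, 0.0442 and 0.0746 by the quasi-likelihood test, in the same order. For the part that the correction removed, the length trend and the genotype cannot be told apart, since the correction is fitted on all genes, including any that respond to the genotype.

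Of the 23 lists of marker genes, 5 had an adjusted p of at most 0.05 by camera, all lower in *Yap* cKO retinas. They were melanin pigment cells (median log2 fold change -1.12, adjusted p = 0.000108, lower in 8 of 8 genes), retinal pigment epithelium (-0.71, adjusted p = 0.000163, lower in 10 of 10), connective tissue fibroblasts (-0.65, adjusted p = 0.000163, lower in 8 of 10), Müller glia (-0.21, adjusted p = 0.00269, lower in 11 of 15) and ciliary body non-pigmented epithelium (-0.43, adjusted p = 0.0328, lower in 6 of 9). By fry, connective tissue fibroblasts (adjusted p = 0.0416), Müller glia (0.0348) and ciliary body non-pigmented epithelium (0.0463) held, melanin pigment cells (0.0677) and retinal pigment epithelium (0.222) did not, and YAP/TAZ targets were called (0.0348, with a median of -0.03, 10 higher and 11 lower genes). With an estimated correlation no list was called, and the smallest adjusted p was 0.482. The ciliary list was also not called without control YR613, without *Yap* cKO YR711 or without *Yap* cKO YR714, with an adjusted p of up to 0.0557, nor with offsets corrected for GC content (0.0645). The median of the ciliary list was weaker in every fit that left out 1 retina, between -0.39 and -0.24. With offsets corrected for gene length the ciliary median was -0.27. The median of the pigment epithelium list was -1.37 without *Yap* cKO YR714 and -0.37 without *Yap* cKO YR711. In control retinas, 3 of the 8 melanin genes, 9 of the 10 pigment epithelium genes, 7 of the fibroblast genes, 15 of the 15 Müller genes and 8 of the ciliary genes had at least 5 TPM. Table S1 holds 3, 0, 4, 1 and 2 of them in this order. Adjusted over the list alone, 6 of the melanin genes, 1 of the pigment epithelium genes, 5 of the fibroblast genes, 5 of the Müller genes, 4 of the ciliary genes and 8 of the 21 YAP/TAZ genes had an adjusted p of at most 0.05. Such counts are not specific to called lists. They were 7 of 10 for bipolar cells and 6 of 8 for horizontal cells, which neither camera nor fry called. The remaining lists had at most 3.

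With offsets corrected for gene length camera called 7 lists, namely these 5 and, as higher, cones (adjusted p = 0.0126) and amacrine cells (0.0187). Amacrine cells were also called with offsets corrected for GC content (0.0195), without control YR615 and without *Yap* cKO YR713. Lens and red blood cells were called without control YR613, and rods and sex-linked genes without control YR615. With all retinas and no correction, the remaining lists were not called by camera. Their adjusted p-values were 0.0951 for amacrine cells (median log2 fold change 0.13), 0.172 for lens (-0.91), 0.172 for red blood cells (-0.63), 0.238 for rods (-0.06), 0.238 for cones (0.05), 0.242 for astrocytes (-0.18), 0.306 for bipolar cells (0.17), 0.342 for YAP/TAZ targets, 0.385 for pericytes (-0.12), 0.385 for immediate early genes (-0.15), 0.543 for horizontal cells (0.21), 0.642 for oligodendrocytes (0.18), 0.642 for sex-linked genes (-0.77), 0.728 for endothelial cells (-0.09), 0.728 for cornea and skin epithelium (-0.20, 1 gene tested), 0.728 for the circadian clock, 0.794 for retinal ganglion cells and 0.889 for microglia.

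The lower genes of ciliary body, pigment cells and connective tissue could come from tissue carried over at dissection in unequal amounts. Lens is argued against, since the highest mean of a lens gene in control retinas was 1.31 CPM (*Cryaa*), far below *Optc* with 32.6 CPM in the same retinas. Retinal pigment epithelium stays open. Its list had an adjusted p of 0.222 by fry, and its score against the control mean was -1.64 in *Yap* cKO YR711 and -0.87 in YR713 but 0.02 in YR714, where the fibroblast list was at -1.41 and the ciliary list at -1.18. *Rpe65* was at 37.1, 38.3 and 39.3 CPM in the control retinas and at 6.92, 14.9 and 34.3 CPM in *Yap* cKO YR711, YR713 and YR714. Ciliary body stays open too. Of its 9 tested genes 4 were lower and 1 was higher by more than 2 standard errors, and several of them are also expressed by the retina at a level that would hide a small share. A smaller amount of carried-over ciliary body and lower expression in the ciliary body of *Yap* cKO eyes cannot be told apart with whole-retina RNA.

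The Müller glia list was lower in all 3 *Yap* cKO retinas (scores -0.19, -0.26 and -0.22). A length trend is argued against, with an adjusted p of 0.000746 by camera after the length correction. A lower share of Müller glia is possible but not settled. By more than 2 standard errors 7 of its genes were lower and 1, *Kcnj10*, was higher (log2 fold change 0.28). *Dapl1* (-0.88, adjusted p = 0.00789) was differentially expressed and *Cp* (-0.56, adjusted p = 0.0190 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) stayed below the fold change minimum. Both were chosen after their values were seen. A change of expression within Müller glia, which lose *Yap* in this line, stays open and untested.

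Other genes that the paper studies as proteins, or that act with YAP, were not called in the main comparison. *Gpnmb* was called with no filter on low counts, and its log2 fold change ran from -1.11 to -0.33 when 1 retina was left out. The settings that called *Tyrp1* are given with the differences from the paper's values. Loss of retinal ganglion cells, counted by protein markers, was reported by the paper only in older animals. *Pou4f1*, *Rbpms* and *Nefl*, which mark retinal ganglion cells, had log2 fold changes of 0.03, -0.05 and 0.02. *Sox9* had -0.14, *Rax* -0.34, *Gpnmb* -0.64, *Tyrp1* -1.10, *Wwtr1* -0.18, *Tead1* 0.08, *Tead2* -0.43 and *Tead3* -0.03, and *Alb* and *Tead4* did not pass the filter on low counts. *Rbpms* and *Tead1* each overlap 1 other gene on the same strand. *Best2* (ENSMUSG00000052819, chromosome 8 of GRCm38, 85007202 to 85014531), chosen after its values were seen, had 87, 65 and 68 counts in control and 4, 8 and 0 in *Yap* cKO retinas, a log2 fold change of -4.29 (standard error 0.47, adjusted p = 0.00326 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was -5.08 without *Yap* cKO YR713 and -3.77 without *Yap* cKO YR714. It lies below the TPM minimum, which it passes without control YR615, where it is called.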
